# p16^Ink4a^ and p21^Cip1/Waf1^ promote tumour growth by enhancing myeloid-derived suppressor cells chemotaxis

**DOI:** 10.1038/s41467-017-02281-x

**Published:** 2017-12-12

**Authors:** Atsushi Okuma, Aki Hanyu, Sugiko Watanabe, Eiji Hara

## Abstract

p16^Ink4a^ and p21^Cip1/Waf1^ act as tumour suppressors through induction of cellular senescence. However, senescence-independent roles of these CDK inhibitors are not well understood. Here, we report an unexpected function of p16^Ink4^ and p21^Cip1/Waf1^, namely, tumour promotion through chemotaxis. In monocytic myeloid-derived suppressor cells (Mo-MDSCs), p16^Ink4^ and p21^Cip1/Waf1^ are highly expressed and stimulate CX3CR1 chemokine receptor expression by preventing CDK-mediated phosphorylation and inactivation of SMAD3. Thus, deletion of *p16* ^*Ink4*^ and *p21* ^*Cip1*/*Waf1*^ reduces CX3CR1 expression, thereby inhibiting Mo-MDSC accumulation in tumours expressing CX3CL1 and suppressing the tumour progression in mice. Notably, blockade of the CX3CL1/CX3CR1 axis suppresses tumour growth, whereas inactivation of CDKs elicits the opposite effect. These findings reveal an unexpected function of *p16* ^*Ink4a*^ and *p21* ^*Waf1*/*Cip1*^ and indicate that regulation of Mo-MDSCs chemotaxis is a valuable potential strategy for control of tumour development.

## Abstract (web summary)

Both p16^Ink4a^ and p21^Cip1/Waf1^ are known oncosuppressors and have a role in senescence. Here, the authors show a pro-tumorigenic role for these two proteins: high expression in myeloid-derived suppressor cells stimulates their chemotactic function, favouring tumour progression.

## Introduction

The *p16* ^*Ink4a*^ and *p21* ^*Waf1*/*Cip1*^ genes, which encode cyclin-dependent kinase (CDK) inhibitors, are upregulated in cultured mammalian primary cells upon detection of various potentially oncogenic stimuli^1,2^. This unique feature of p16^Ink4a^ and p21^Waf1/Cip1^, together with their ability to induce irreversible cell cycle arrest (termed cellular senescence), suggests that these genes act as a safeguard against neoplasia^3–5^. Indeed, mice lacking *p16* ^*Ink4a*^ and/or *p21* ^*Waf1*/*Cip1*^ exhibit early onset of cancer^6–9^, illustrating the importance of p16^Ink4a^ and p21^Waf1/Cip1^ in tumour suppression in vivo. To observe the physiological roles of p16^Ink4a^ and p21^Waf1/Cip1^ during tumour formation, we previously generated transgenic mice lines expressing firefly luciferase under the control of the *p16* ^*Ink4a*^ or *p21* ^*Waf1*/*Cip1*^gene promoters; these were termed p16-luc or p21-luc mice, respectively, and we revealed the timing, and hence, the likely roles of p16^Ink4a^ and/or p21^Waf1/Cip1^ expression in de novo tumorigenesis in vivo^10,11^.

Similar to our work, Burd et al. reported the generation of another strain of *p16* ^*Ink4a*^ reporter mice (*p16* ^*Luc*^ mice), in which the *p16* ^*Ink4a*^ coding sequence was replaced with cDNA encoding firefly luciferase^12^. Notably, in addition to ageing and de novo tumorigenesis, p16^Ink4a^ expression was strikingly induced in the stroma of developing neoplasia. Lethal irradiation coupled with bone marrow (BM) transplantation from syngeneic *p16* ^*Luc*^ mice indicated the presence of *p16* ^*Ink4a*^-expressing BM-derived cells in the tumour microenvironment^12^. However, it is not known which cell types express p16^Ink4a^ in the stroma of developing neoplasia. Moreover, the biological role of p16^Ink4a^ expression in these cancer stromal cells remains unclear.

In this study, we found that both p16^Ink4a^ and p21^Waf1/Cip1^ are highly expressed in myeloid-derived suppressor cells (MDSCs) without any noticeable senescence-associated phenotypes. MDSCs are known to negatively regulate immune responses and facilitate tumour progression^13^. The systemic expansion of MDSCs in BM and the MDSC migration to peripheral are the hallmarks of tumour-bearing condition^14^. In mice, MDSCs are defined as Gr-1^+^CD11b^+^ cells and categorised into 2 subtypes: polymorphonuclear (PMN-) and monocytic (Mo-) MDSCs^15,16^. Mo-MDSCs are a CD11b^+^Ly6C^high^Ly6G^−^ subset that is highly immunosuppressive and exerts its effects in both antigen-specific and antigen-non-specific manners^15,16^. In contrast, CD11b^+^Ly6C^int^Ly6G^+^ PMN-MDSCs are moderately immunosuppressive and act via antigen-specific mechanisms^15,16^. Mo- and PMN-MDSCs differ markedly in terms of the molecular mechanisms involved in their migration/chemotaxis. Mo-MDSCs express C-C chemokine receptor type (CCR)2, CCR5 and CX3C chemokine receptor (CX3CR)1^17,18^, whereas PMN-MDSCs express CXCR2^19^. The accumulation of intratumoural MDSCs dependent on these chemokine receptors is well correlated with tumour growth^17,19^.

In the present study, we reveal that p16^Ink4a^ and p21^Waf1/Cip1^ upregulate CX3CR1 expression by preventing CDK-mediated phosphorylation and inactivation of SMAD3 in Mo-MDSCs. Thus, deletion of *p16* ^*Ink4a*^ and *p21* ^*Waf1*/*Cip1*^ in mice results in a substantial decrease in infiltration of Mo-MDSCs into tumours and causes slower growth of tumour allografts. Conversely, inactivation of CDKs by chemical inhibitors increases the expression of CX3CR1 in Mo-MDSCs, resulting in accumulation of Mo-MDSCs in tumours and consequent acceleration of tumour growth in allograft mouse models. These results uncover a novel function of p16^Ink4a^ and p21^Waf1/Cip1^ in MDSC chemotaxis, and provide valuable new insight into how to bypass this undesirable side effect of CDK inhibitors.

## Results

### p16 and p21 are expressed in MDSCs in tumour-bearing mice

We previously performed in vivo imaging of p16^Ink4a^ or p21^Cip1/Waf1^ expression in mice and elucidated the dynamics of their expression during the development of skin cancer, using p16-luc or p21-luc mice^9–11^. This approach, together with the analysis of *p16* ^*Ink4a*^ and/or *p21* ^*Cip1*/*Waf1*^-knockout mice, suggested that p16^Ink4a^ and p21^Cip1/Waf1^ are likely to be expressed in premalignant benign tumour cells, thereby having a protective role against malignant transformation. However, we were unable to exclude the possibility of p16^Ink4a^ and p21^Cip1/Waf1^ expression in non-tumour cells within the tumour microenvironment in these experimental settings. Thus, to ascertain this possibility, we inoculated p16- and p21-luc mice with syngeneic cancer cell lines, such as Lewis lung carcinoma (LLC) or spindle cell tumour (SCT) cells, neither of which expresses luciferase. Notably, inoculation of these cancer cell lines induced significant levels of luciferase activity in the area of tumour formation, but not in contralateral Matrigel-injected areas, in both p16-luc and p21-luc mice (Fig. 1a, b). This is consistent with a previous report describing the presence of BM-derived *p16* ^*Ink4a*^-expressing stroma cells in the tumour microenvironment^12^. Collectively, these results lead us to an idea that the expression of p16^Ink4a^ and/or p21^Cip1/Waf1^ may have important roles in establishing the tumour microenvironment during cancer development.

**Fig. 1:**
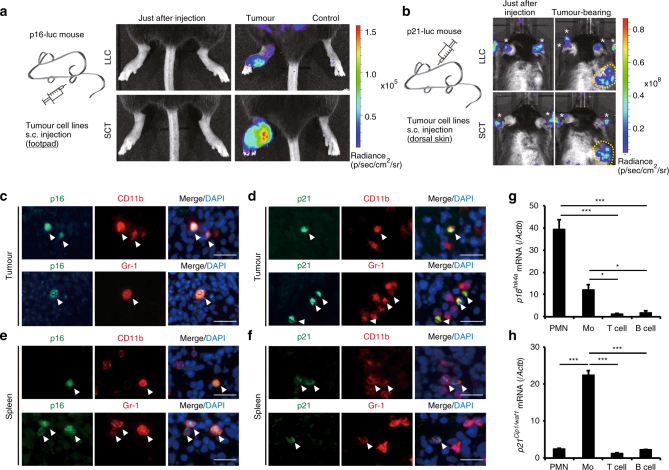
Tumour-induced MDSCs express p16^Ink4a^ and p21^Cip1/Waf1^. **a** p16-luc mice were injected subcutaneously (s.c.) in the left footpad with LLC (3 weeks after injection; upper panels) or SCT (6 weeks after injection; lower panels) cells. The right footpad was injected with matrigel vehicle alone as a negative control. Representative bioluminescence images of mice just after tumour injection or tumour-bearing mice are shown. **b** Representative bioluminescence images of p21-luc mice that received s.c. injection of LLC (2 weeks after injection; upper panels) or SCT (4 weeks after injection; lower panels) cells in the dorsal area. Tumour areas are indicated by dotted circles; asterisks indicate signals from paws and ears. **c**–**f** Representative immunohistological images of tumour (**c**, **d**) and spleen (**e**,** f**) in an SCT-bearing mouse labelled with p16 (**c**, **e**) or p21 (**d**, **f**) antibodies (green) and either CD11b or Gr-1 antibodies (red). Arrowheads indicate p16- or p21-positive cells. Tissues were extirpated 3 weeks after SCT injection. Scare bars indicate 40 μm. **g**, **h** Expression of p16 (**g**) and p21 (**h**) mRNA in splenic PMN-MDSCs (PMN), Mo-MDSCs (Mo), T cells and B cells from SCT-bearing mice at 3 weeks after inoculation, as determined by qRT-PCR (*n* = 3); data are represented as the mean ± SEM. The statistical significance was determined by Student’s *t-*test; *p < 0.05, ***p < 0.001

To explore this possibility further, we next attempted to identify the cell types expressing p16^Ink4a^ and/or p21^Cip1/Waf1^ in tumour stroma. In addition to cells in the tumour stroma, spleen cells in tumour-bearing (TB) mice expressed both p16^Ink4a^ and p21^Cip1/Waf1^ and were CD11b^+^ and Gr-1^+^, as indicated by immunohistochemistry (Fig. 1c–f). Peripheral CD11b^+^Gr-1^+^ cells are known to be MDSCs^20^ and MDSCs are often induced by the presence of tumours in mice and humans^21,22^. Accordingly, PMN-MDSCs and Mo-MDSCs were purified from the spleens of tumour-bearing mice, and *p16* ^*Ink4a*^ and *p21* ^*Cip1*/*Waf1*^ mRNA levels were examined by quantitative real-time reverse transcription (qRT-) PCR (Fig. 1g, h). Interestingly, although *p16* ^*Ink4a*^ was expressed in both PMN-MDSCs and Mo-MDSCs, *p21* ^*Cip1*/*Waf1*^ was only expressed in Mo-MDSCs.

As p16^Ink4a^ and p21^Cip1/Waf1^ CDK inhibitors have established roles in cellular senescence, we tested if p16^Ink4a^- and/or p21^Cip1/Waf1^-expressing MDSCs exhibit senescence-like phenotypes. Consistent with a previous report^23^, BM Mo-MDSCs are proliferative and the percentage of Mo-MDSCs in the S phase increases in mice lacking both *p16* ^*Ink4a*^ and *p21* ^*Cip1*/*Waf1*^ (p16/p21-DKO mice), compared to in wild-type (WT) mice (Supplementary Fig. 1a). On the other hand, in either splenic or intratumoural MDSCs, there is no difference in cell cycle phase distribution between MDSCs from WT mice and those from p16/p21-DKO mice (Supplementary Fig. 1a). Notably, although proliferation of MDSCs isolated from spleen was rarely detected by a 5-ethynyl-2′-deoxyuridine (EdU) incorporation assay in vivo (Supplementary Fig. 1b), a carboxyfluoroscein diacetate succinimidyl ester (CFSE) dilution analysis indicated that a substantial amount of these MDSCs (Mo-MDSCs >20%, PMN-MDSCs >60%) resumed proliferation upon stimulation with GM-CSF in vitro (Supplementary Fig. 1c). Moreover, other senescence-associated phenotypic characteristics, such as accumulation of γH2AX foci and 53BP1 foci (signs of DNA damage), reduction of lamin B1 expression^24^, and induction of IL-6 expression^25^, were not observed in these MDSCs (Supplementary Fig. 1d–g). These results, together with the observations that these MDSCs were resistant to ABT-263, a senolytic drug that specifically kills senescent cells^26^, in both in vitro and in vivo (Supplementary Fig. 1h, i), indicate that these MDSCs are very unlikely to be in a state of cellular senescence despite their high expression of p16^Ink4a^ and p21^Cip1/Waf1^. These findings then raise questions about the roles of p16^Ink4a^ and p21^Cip1/Waf1^ expression in MDSCs.

### p16 and p21 in Mo-MDSCs promote tumorigenesis in vivo

MDSCs have been reported to exert immunosuppressive effects and promote tumour development^14^. To verify the tumour-promoting effect of MDSCs expressing p16^Ink4a^ and p21^Cip1/Waf1^, WT and p16/p21-DKO mice were subcutaneously inoculated with orthotopic SCT cells. Surprisingly, SCT cells grew more slowly in p16/p21-DKO mice than in sex- and age-matched WT mice (Fig. 2a, b; Supplementary Fig. 2), suggesting that p16^Ink4a^ and p21^Cip1/Waf1^ have a tumour-promoting role, at least in the present experimental setting. The primary function of tumour-derived MDSCs is reportedly immunosuppression, especially inhibition of T cell activation^14^. We therefore investigated whether p16^Ink4a^ and p21^Cip1/Waf1^ are involved in immunosuppressive activity of MDSCs by assessing the activation of T cells co-cultured with MDSCs from WT or p16/p21-DKO mice. Purified PMN- and Mo-MDSCs were added to OVA-pulsed DC2.4 cells, a dendritic cell line^27^, and to RF33.70 cells, an OVA (SIINFEKL)-specific T-T hybridoma^28^. T cell activation was evaluated by measuring interleukin (IL)-2 production by RF33.70 cells^29^. Unexpectedly, however, there was no significant difference in immunosuppressive capacity between WT and p16/p21-DKO MDSCs (Supplementary Fig. 3a). Similar results were also obtained by performing a co-culture assay of splenic Mo-MDSCs or intratumoural Mo-MDSCs with purified splenic T cells stimulated with anti-CD3/CD28 antibody-coated beads (Supplementary Fig. 3b, c). In agreement with these observations, expression of the MDSC-derived immunosuppressive factors arginase (*Arg*)*1* ^30^ and nitric oxide synthase (*Nos*)*2* ^31^ was not downregulated in Mo-MDSCs lacking *p16* ^*Ink4a*^ and *p21* ^*Cip1*/*Waf1*^ (Supplementary Fig. 3d). The expression levels of *Il1rn*, which encodes IL-1RA and promotes tumour growth by inhibiting an inflammatory cytokine IL-1α^32^, and *Cd274*, which encodes programmed death ligand (PD-L)1 and kills T cells^33^, were similar between WT MDSCs and p16/p21-DKO MDSCs (Supplementary Fig. 3d). Therefore, it is unlikely that the expression of p16^Ink4a^ and p21^Cip1/Waf1^ in MDSCs is related to T cell suppression. 

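RNA-sequencing was carried out on MDSCs purified from the spleens of mice bearing SCTs, 3 weeks after inoculation of the tumour cells. PMN-MDSCs are the neutrophil-like and Mo-MDSCs the monocyte-like subset of these immature myeloid cells. There were 9 samples in 3 groups of 3: PMN-MDSCs from WT mice, Mo-MDSCs from WT mice and Mo-MDSCs from p16/p21-DKO mice. PMN-MDSCs from p16/p21-DKO mice were not in the files analysed here. The paper's methods give the age of the mice at inoculation as 12 to 20 weeks and the time of collection as 3 weeks later, whereas the sample labels give an age of 3 weeks. The labels also give numbers of the libraries, by which replicate 1 of each group belongs to an earlier series than replicates 2 and 3. The authors mapped single-end reads to the mouse genome (mm10) with TopHat, Bowtie2 and SAMtools and calculated expression values as FPKM, the number of fragments scaled to the length of the gene's transcripts and to the mapped reads of the sample, with Cuffnorm, for 23284 gene symbols in each sample. The read counts were not in the files analysed here, so the depth of each sample in reads is unknown. Total FPKM was 745408, 711675 and 916642 in PMN-MDSC replicates 1 to 3, 569373, 549976 and 618250 in WT Mo-MDSCs, and 528987, 534354 and 494252 in DKO Mo-MDSCs. These totals depend in part on a few abundant genes. The 10 highest genes made up 18.5% to 28.9% of the total in PMN-MDSCs, 9.56% to 15.3% in WT Mo-MDSCs and 9.43% to 11.8% in DKO Mo-MDSCs. They do not account for the whole difference in totals between the groups, and the lengths of their transcripts were not examined. Steps that a single read makes were visible in the values of low genes, those under 0.5 FPKM in both samples of a pair, and gave the depth of each sample relative to WT Mo-MDSC replicate 1. In each of the other samples 362 to 436 of 1955 to 2178 such genes shared the step. By this measure the relative depth was 0.809, 1.08 and 1.01 in PMN-MDSC replicates 1 to 3, 1.24 and 1.19 in WT Mo-MDSC replicates 2 and 3, and 1.11, 1.31 and 1.21 in DKO Mo-MDSC replicates 1 to 3. Between 11299 and 11418 genes per sample reached 1 FPKM.
FPKM values were compared on the scale of log2(FPKM + 0.1), on which the fold change of a low gene is understated, with limma's linear model and moderated variances. The 6 samples of each comparison were fitted on their own. Genes with at least 1 FPKM in at least 3 of the 6 samples were tested, which were 11451 genes for DKO against WT Mo-MDSCs and 11491 for WT Mo-MDSCs against PMN-MDSCs. The median standard error of a log2 fold change was 0.122 in the former comparison and 0.118 in the latter. Genes were called with the thresholds of Fig. 3a, a fold change above 2 or below 0.75 and an unadjusted p-value below 0.05, and p-values adjusted by the Benjamini-Hochberg method were calculated beside them. For single genes an exact permutation test was also run, and 3 samples against 3 cannot give a p-value below 0.1 in it. Because the groups share replicate numbers in the labels, a fit with the replicate number as a block was run beside the main fit. The deviations of samples from their group means had a mean correlation across genes of 0.168 for the 3 pairs of DKO and WT Mo-MDSC samples with the same number (from -0.070 to 0.348) and of -0.084 for the 6 pairs with different numbers. For WT Mo-MDSCs and PMN-MDSCs these values were 0.326 and -0.163. Genes are not independent replicates in these correlations.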

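Supplementary Data 1 lists 17 angiogenesis-inducing factors and Supplementary Data 2 lists 27 EMT-inducing factors. Since most of them were low, they were tested without the filter on low values, leaving out those with 0 FPKM in all 6 Mo-MDSC samples. Of the angiogenesis-inducing factors 15 were tested, and 9 of them had a mean of at least 1 FPKM. In DKO Mo-MDSCs 7 of the 15 were lower and 8 higher than in WT Mo-MDSCs. Their log2 fold changes ran from -0.687 for Vegfc to 0.482 for Cxcl12, with a median standard error of 0.258. Only Hgf had both a fold change below 0.75 and an unadjusted p-value below 0.05. Hgf was 4.65 ± 0.79 FPKM (SD, n = 3) in WT and 3.43 ± 0.49 FPKM (SD, n = 3) in DKO Mo-MDSCs. Its log2 fold change was -0.422 (standard error 0.176), with an unadjusted p-value of 0.048 and an adjusted p-value of 0.399 from limma among the 15 factors. Every DKO sample was below every WT sample for Hgf (exact permutation test, p = 0.1, the smallest that this design allows). The paper's table reports a fold change for this gene that is -0.433 on the log2 scale, with a p-value of 0.0736. Vegfa was 2.57 ± 1.11 FPKM (SD, n = 3) in WT and 1.54 ± 0.45 FPKM (SD, n = 3) in DKO Mo-MDSCs. Its log2 fold change of -0.658 (standard error 0.355) was past the fold-change threshold but not the p-value threshold (unadjusted p = 0.106, adjusted p = 0.399 from limma).
Of the EMT-inducing factors 23 were tested, and only 3 of them had a mean of at least 1 FPKM. In DKO Mo-MDSCs 14 were lower and 9 higher. The log2 fold changes ran from -0.622 for Wnt6 to 1.136 for Wnt10b, with a median standard error of 0.269. Tgfb1, the most abundant, was 228.3 ± 5.8 FPKM (SD, n = 3) in WT and 211.0 ± 21.7 FPKM (SD, n = 3) in DKO Mo-MDSCs. Its log2 fold change was -0.118 (standard error 0.094, unadjusted p = 0.250 from limma). Hgf is in both lists and was again the only factor past the threshold for a fall (adjusted p = 0.553 from limma among the 23). Wnt10b rose from 0.188 ± 0.080 to 0.518 ± 0.058 FPKM (SD, n = 3 in each group), with an adjusted p-value of 0.104 from limma. In neither list did any factor have an adjusted p-value below 0.05, the smallest being 0.399 and 0.104. For the other factors of the EMT list, with a mean under 1 FPKM, a small change was not detectable at this depth. With the replicate number as a block, 0 factors in either list passed the threshold for a fall. Within replicates 2 and 3 alone, 1 factor in each list passed it, and replicate 1 has too few samples to be compared alone. The largest shift came from leaving out samples in turn, where the number of angiogenesis-inducing factors past the threshold ran from 0 to 3. From its tables of these genes the paper concludes that Mo-MDSCs of p16/p21-DKO mice had no reduced angiogenesis- or EMT-inducing factor. It then asks, by adoptive transfer, whether MDSCs account for the slower tumour growth in these mice.

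**Figure D1:**
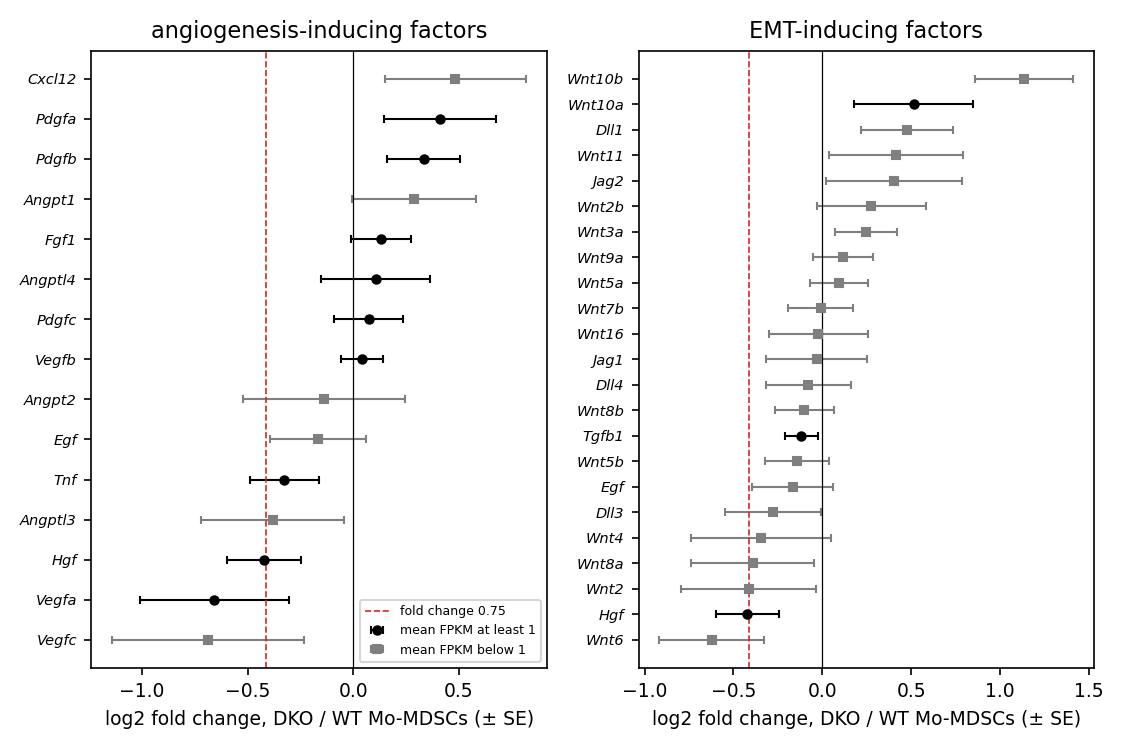
The log2 fold change of DKO against WT Mo-MDSCs on the scale of log2(FPKM + 0.1) for each tested angiogenesis-inducing and EMT-inducing factor, with bars of 1 standard error from 3 samples per group. The values lie on both sides of 0, from -0.687 to 0.482 for the angiogenesis list and from -0.622 to 1.136 for the EMT list.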

Furthermore, although MDSCs reportedly promote angiogenesis^34^ and the epithelial–mesenchymal transition (EMT)^35^ to assist tumour growth, RNA-sequencing analysis showed that no angiogenesis- or EMT-inducing factors were downregulated in Mo-MDSCs from p16/p21-DKO mice compared with those from WT mice (Supplementary Data 1 and 2).

**Fig. 2:**
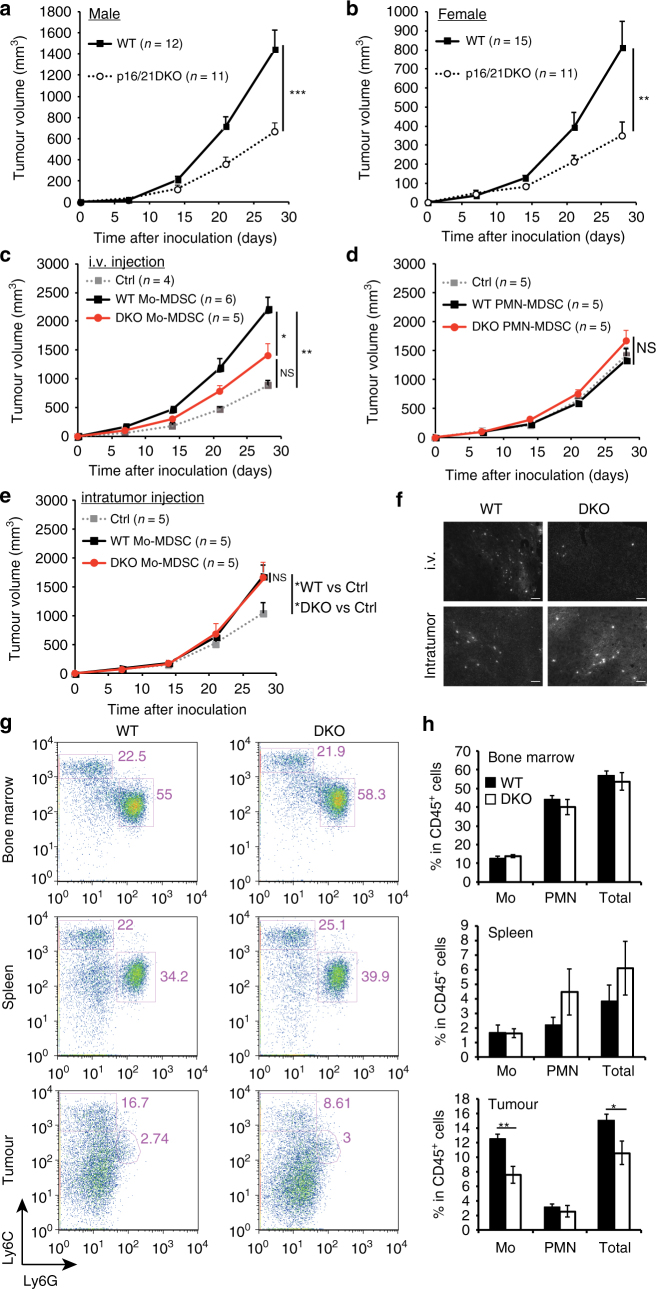
p16^Ink4a^ and p21^Cip1/Waf1^ in Mo-MDSCs promote tumour progression and the number of intratumoral Mo-MDSCs is decreased in p16/p21-DKO mice. **a**,** b** Tumour size in SCT-injected male WT and p16/p21-DKO mice (**a**) and female WT and p16/p21-DKO mice (**b**); the number of mice of each genotype is indicated in the data series. **c**,** d** Tumour size in WT mice subcutaneously injected with SCT cells simultaneously with adoptive transfer of WT or p16/p21-DKO Mo-MDSCs (**c**) and PMN-MDSCs (**d**) via the tail vein. **e** Tumour size in WT mice subcutaneously injected with a mixture of SCT cells and WT or p16/p21-DKO Mo-MDSCs. **f** Representative images of tumour slices of mice in which CSFE-labelled Mo-MDSCs from WT or DKO mice were injected intravenously (i.v.) or subcutanously (intratumour). Tumours were extirpated 21 days after injection. Signals indicate CSFE-labelled cells. Scale bars indicate 50 μm. **g** Representative flow cytometry plots of CD45^+^CD11b^+^-gated cells in BM (upper panels), spleen (middle panels), and tumour (lower panels) from WT and p16/p21-DKO mice 3 weeks after SCT cell injection. Cells were labelled with CD45, CD11b, Ly6C and Ly6G antibodies. **h** Mean populations of CD11b^+^Ly6C^high^Ly6G^−^ (Mo) cells and CD11b^+^Ly6G^+^ (PMN) cells in the CD45^+^-gated cells are shown in **f** (*n* = 5); data are presented as mean ± SEM. The statistical significance was determined by Student’s *t-*test; *p < 0.05, **p < 0.01 and ***p < 0.001; NS not significant

We thus next investigated whether the antitumoural phenotype in p16/p21-DKO mice is attributable to MDSC-mediated effects. Indeed, adoptive transfer experiments indicated that Mo-MDSCs purified from p16/p21-DKO mice were less effective in promoting tumour growth than those from WT mice (Fig. 2c). Consistent with a previous report^36^, transferred PMN-MDSCs did not promote tumour growth regardless of the presence or absence of p16^Ink4a^ and p21^Cip1/Waf1^ expression (Fig. 2d). Collectively, these results strongly indicate that Mo-MDSCs exhibit differences in terms of tumour growth between WT and p16/p21-DKO mice. It should also be noted that p16^Ink4a^- and p21^Cip1/Waf1^-dependent facilitation of tumour growth was observed when Mo-MDSCs were intravenously transferred but not intratumorally transferred (Fig. 2c, e). These results suggest that the failure of Mo-MDSC infiltration into tumour allografts is likely to underlie defects in tumour-promoting activity in p16/p21-DKO mice. Certainly, more intravenously injected WT Mo-MDSCs were observed in the tumour than p16/p21-DKO Mo-MDSCs, but there was no difference in Mo-MDSC infiltration upon intratumoural injection (Fig. 2f). We additionally compared MDSC populations in tumour-bearing WT and p16/p21-DKO mice by flow cytometry. There were no differences between PMN- and Mo-MDSC populations in either the BM or spleen; however, fewer intratumoural Mo-MDSCs were obtained from p16/p21-DKO mice than from WT mice (Fig. 2g, h). Furthermore, more activated (CD44^high^CD62L^low^) CD8^+^ T cells (Supplementary Fig. 4a, b), but fewer regulatory T cells, which are peripherally expanded by MDSCs^37,38^, were present in the tumour-draining lymph nodes of p16/p21-DKO mice (Supplementary Fig. 4c, d). In addition, expression of another activation marker, CD69, was increased, and the population of cells positive for PD-1^39^, an exhaustion marker, was decreased in intratumour CD8 T cells of p16/p21-DKO mice (Supplementary Fig. 4e–h). Together, these data demonstrate that Mo-MDSC localisation is important for local immunosuppression and consequent tumour development^17,40^.

### CX3CR1 expression is reduced in Mo-MDSCs lacking p16 and p21

We next sought to identify the mechanism underlying the inability of Mo-MDSCs to infiltrate tumour allografts in p16/p21-DKO mice. Chemotaxis is important for immune cell localisation; MDSC migration into tumours, which is dependent on chemokine receptors, affects tumour progression. 

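The RNA-sequencing data hold values for 24 chemokine receptor genes. This list was written by hand before the processed files arrived, because the members of the biogroup used for Fig. 3a are not given in the text or the supplementary files read here. Of these genes 19 were expressed highly enough to be tested between WT Mo-MDSCs and PMN-MDSCs and 18 between DKO and WT Mo-MDSCs. Only 3 had more than 2-fold higher FPKM in WT Mo-MDSCs than in PMN-MDSCs with p below 0.05. By contrast, Cxcr2 was 713 ± 147 FPKM (SD, n = 3) in PMN-MDSCs and 11.8 ± 6.1 FPKM (SD, n = 3) in WT Mo-MDSCs, a log2 fold change of -6.00 (standard error 0.343). Between DKO and WT Mo-MDSCs 10 of the 18 receptors were lower in DKO samples by any amount, and 4 passed the threshold of a fold change below 0.75 with p below 0.05. Ccr1 passed it with a log2 fold change of -0.447 (standard error 0.173, adjusted p = 0.297 from limma), but its FPKM was lower in WT Mo-MDSCs than in PMN-MDSCs by a log2 fold change of -3.72. The fall of Cxcr2 between WT and DKO Mo-MDSCs (log2 fold change -0.705, standard error 0.368) did not pass the threshold. Ccr7 was higher in DKO Mo-MDSCs, with a log2 fold change of 0.553 (standard error 0.145, adjusted p = 0.187 from limma). The number of receptors that met both conditions was 3, also with the replicate number as a block, and was 2 within replicates 2 and 3 alone, where Cx3cr1 was not among them. Requiring an adjusted p-value below 0.05 in both comparisons lowered the number most, to 0.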

We therefore attempted to identify chemokine receptors that were highly expressed in Mo-MDSCs but not in PMN-MDSCs, and that were additionally downregulated in p16/p21-DKO mice relative to WT mice. 

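Ccr2 and Cx3cr1 both lie on chromosome 9 of the mouse genome (GRCm38, the mm10 build), by the GENCODE M21 annotation. Ccr2 (124101950 to 124113557) is on the plus strand, and Cx3cr1 (119901616 to 120069879) is on the minus strand. Ccr2 was 2.41 ± 0.08 FPKM in PMN-MDSCs, 326.1 ± 41.4 FPKM in WT Mo-MDSCs and 179.9 ± 21.0 FPKM in DKO Mo-MDSCs (SD, n = 3 in each group). Its log2 fold change was 7.01 (standard error 0.105) in WT Mo-MDSCs against PMN-MDSCs and -0.857 (standard error 0.129) in DKO against WT Mo-MDSCs, with an adjusted p-value of 0.063 from limma for the latter. Cx3cr1 was 3.48 ± 0.93 FPKM in PMN-MDSCs, 56.5 ± 6.7 FPKM in WT Mo-MDSCs and 40.4 ± 4.3 FPKM in DKO Mo-MDSCs (SD, n = 3 in each group). It had a log2 fold change of 4.01 (standard error 0.196) between the subsets and a smaller fall than Ccr2 in DKO Mo-MDSCs, -0.482 (standard error 0.119), with an adjusted p-value of 0.175 from limma. For both genes every DKO sample was below every WT Mo-MDSC sample, and every WT Mo-MDSC sample was above every PMN-MDSC sample (exact permutation test, p = 0.1 in each case, the smallest that 3 samples against 3 allow). The falls in DKO Mo-MDSCs thus exceeded the spread between replicates, but in the main fit neither had an adjusted p-value below 0.05 across the 11451 genes tested. For Ccr2 this depended on the setting, since its adjusted p-value from limma was 0.0153 with all 9 samples in 1 fit and 0.0462 among genes with at least 1 FPKM in every sample, whereas that of Cx3cr1 was 0.273 and 0.145.
With the replicate number as a block, the standard errors of the falls were 0.143 for Ccr2 and 0.131 for Cx3cr1, and the adjusted p-values from limma were 0.130 and 0.215. Within replicates 2 and 3 alone the log2 fold changes were -0.773 for Ccr2 and -0.310 for Cx3cr1, whereas replicate 1 holds 1 sample per group and allows no test. That subset moved Cx3cr1 the most of all alternatives (standard error 0.112, adjusted p = 0.529 from limma). Quantile normalization gave the smallest fall of Ccr2, with a log2 fold change of -0.681. With each sample left out in turn, the log2 fold change stayed between -0.961 and -0.775 for Ccr2 and between -0.572 and -0.393 for Cx3cr1. From high expression in Mo-MDSCs and lower expression in the absence of p16 and p21, the paper reasons that these are candidate receptors behind the impaired entry of Mo-MDSCs into tumours, and it followed them by qRT-PCR and flow cytometry.

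**Figure D2:**
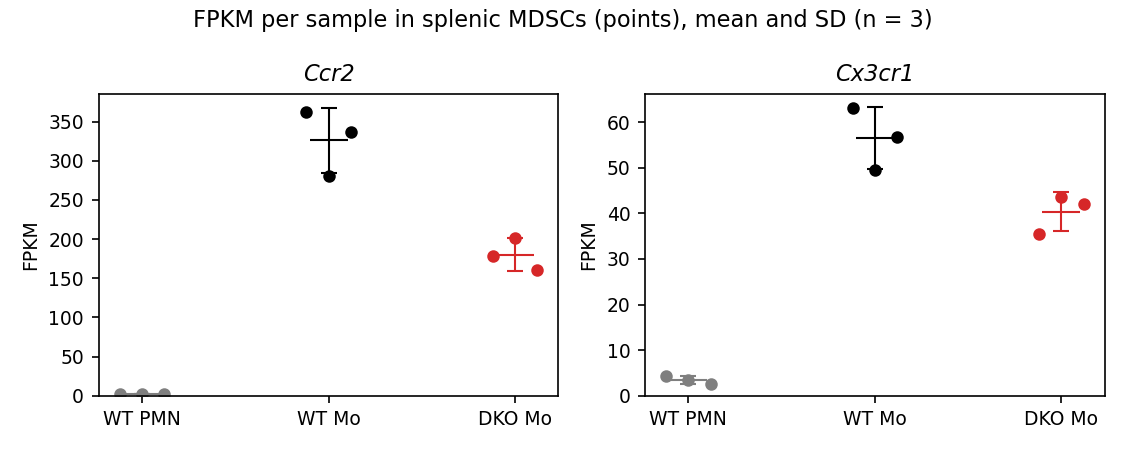
FPKM of Ccr2 and Cx3cr1 in each sample of PMN-MDSCs and Mo-MDSCs from WT mice and of Mo-MDSCs from DKO mice, with points for single samples and bars for the mean and SD of 3 samples. In each gene the DKO samples lie below the WT Mo-MDSC samples and above the PMN-MDSC samples.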

*Ccr2*, *Ccr5* and *Cx3cr1* were identified by RNA-sequencing analysis, and the differences in their expression levels were validated by qRT-PCR (Fig. 3a, b; Supplementary Fig. 5a–c). Flow cytometry analysis confirmed that CX3CR1 and CCR2, but not CCR5, were downregulated in splenic Mo-MDSCs lacking both *p16* ^*Ink4a*^ and *p21* ^*Cip1*/*Waf1*^ (Fig. 3c, d; Supplementary Fig. 5d, e). CX3CR1 was also downregulated in the BM Mo-MDSCs lacking both *p16* ^*Ink4a*^ and *p21* ^*Cip1*/*Waf1*^, where progenitor cells differentiate into MDSCs and MDSCs undergo expansion (Fig. 3c, d). However, a significant difference in CX3CR1 expression in intratumour Mo-MDSCs between WT and p16/p21-DKO was not observed (Fig. 3c, d), although the number of intratumoural Mo-MDSCs in p16/p21-DKO mice was much smaller compared to WT mice, suggesting that CX3CR1 highly expressing Mo-MDSCs are concentrated in tumour site, regardless of the *p16* ^*Ink4a*^ and *p21* ^*Cip1*/*Waf1*^ gene status. This finding suggests that the inefficiency of Mo-MDSCs to infiltrate tumour allografts in p16/p21-DKO mice is likely attributable to the reduction of CX3CR1 expression in these mice.

**Fig. 3:**
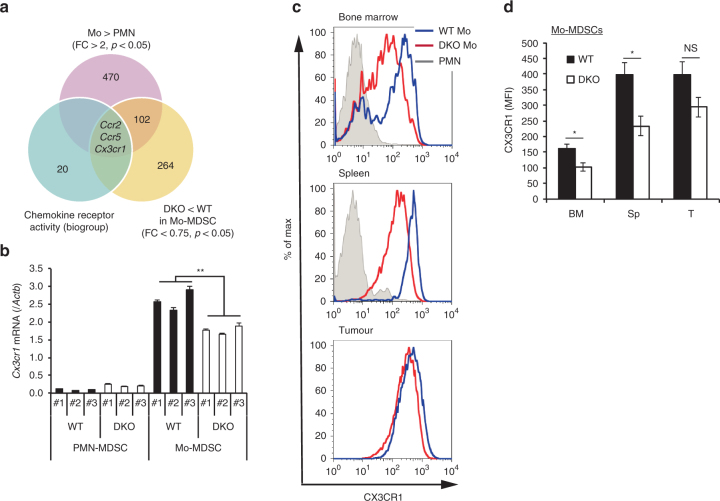
CX3CR1 expression is decreased in Mo-MDSCs in p16/p21-DKO mice. **a** Identification of the factor regulating p16/p21-dependent Mo-MDSC accumulation using RNA-sequencing data analysis; the Venn diagram shows the numbers of genes overexpressed in Mo-MDSCs compared with those in PMN-MDSCs (fold change >2, *p* < 0.05) and downregulated in DKO Mo-MDSCs compared with WT Mo-MDSCs (fold change <0.75, *p* < 0.05) categorised under chemokine receptor activity (biogroup). **b** *Cx3cr1* mRNA expression in PMN- and Mo-MDSCs from WT or p16/p21-DKO mice (*n* = 3), as determined by qRT-PCR. **c** Representative flow cytometry histograms showing CX3CR1 expression in PMN- and Mo-MDSCs in BM (left), spleen (middle), and tumour (right) from WT and p16/p21-DKO mice 3 weeks after SCT cell injection. **d** Mean fluorescence intensity (MFI) of CX3CR1 expression in Mo-MDSCs shown in **c** (*n* = 5); data are presented as the mean ± SEM. The statistical significance was determined by Student’s *t-*test; *p < 0.05 and **p < 0.01; NS not significant

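For the Venn diagram, 408 of the 11491 genes tested had a fold change above 2 in WT Mo-MDSCs against PMN-MDSCs with p below 0.05, and 404 of these also had an adjusted p-value below 0.05. In DKO against WT Mo-MDSCs 507 of the 11451 genes tested had a fold change below 0.75 with p below 0.05. In the opposite direction 294 genes had a rise of the same size on the log2 scale with p below 0.05. After adjustment 29 genes remained in this comparison, 10 of them lower and 19 higher in DKO Mo-MDSCs. For each of the 29, the values of all 3 DKO samples lay on the same side of all 3 WT values. The 2 sets shared 116 genes, of which 5 had an adjusted p-value below 0.05 in DKO against WT Mo-MDSCs. Apart from the chemokine receptors, 292 genes were only in the set higher in Mo-MDSCs, 390 only in the set lower in DKO Mo-MDSCs and 113 in both. There were 3 chemokine receptors in both sets, and Ccr1 was the only receptor in the DKO set alone. Both comparisons use the same 3 WT Mo-MDSC samples, so a sample of this group with high values for a gene raises its fold change in the former and lowers it in the latter. With the replicate number as a block, the sets held 418 and 515 genes and shared 118. Within replicates 2 and 3 alone they held 432 and 408 genes and shared 92, and replicate 1 has no replicates to test. The count of genes lower in DKO Mo-MDSCs changed most when an adjusted p-value below 0.05 was required, to 10 genes. The paper presents the diagram as a way to identify what regulates the accumulation of Mo-MDSCs in dependence on p16 and p21. In its text it proposes reduced CX3CR1 as the likely cause.

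**Figure D3:**
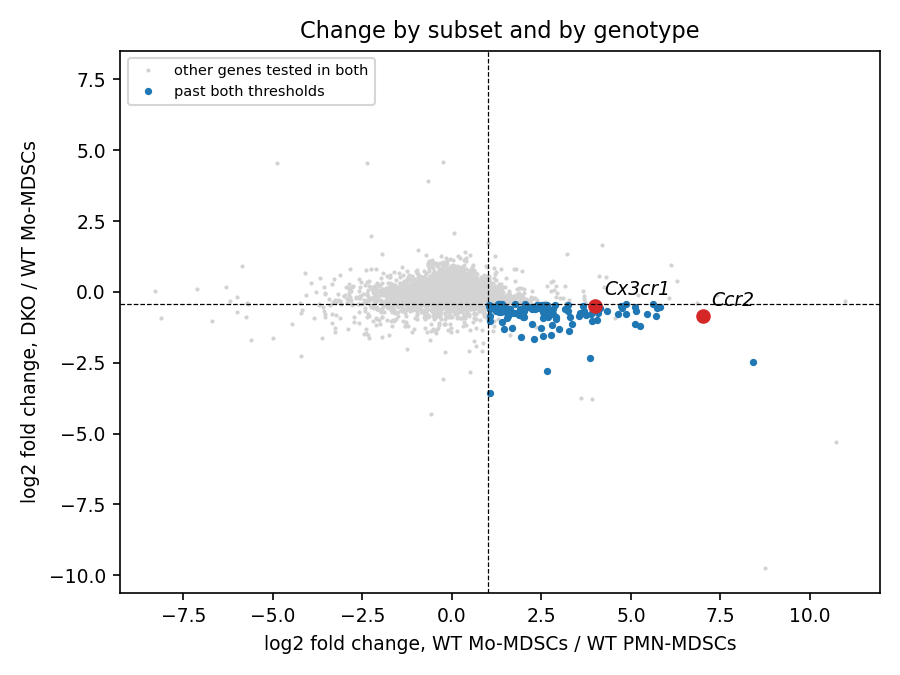
The log2 fold change of WT Mo-MDSCs against PMN-MDSCs (horizontal axis) and of DKO against WT Mo-MDSCs (vertical axis) for the genes tested in both comparisons, on the scale of log2(FPKM + 0.1), with 1 point per gene. The 116 genes past both thresholds lie at the lower right, among them Ccr2 at 7.01 and -0.857 and Cx3cr1 at 4.01 and -0.482.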

### CX3CL1^+^ tumours exhibit p16 and p21-dependent tumour growth

To confirm the role of reduced CX3CR1 expression in the failure of Mo-MDSC infiltration into tumour allografts, we next assessed whether our findings were reproducible in other syngeneic tumour cell lines. Unexpectedly, LLC cells showed no differences in tumour growth between WT and p16/p21-DKO mice (Supplementary Fig. 6a). Notably, however, qRT-PCR analysis revealed that the expression level of CX3CL1 (also known as fractalkine), the sole CX3CR1 ligand, was much smaller in LLC cells than in SCTs (Fig. 4a; Supplementary Fig. 6b). On the other hand, the CCR2 ligands CCL2 and CCL7 were more highly expressed in LLC cells than in SCTs (Supplementary Fig. 6c, d). These results suggest that the tumour-suppressive effect of p16^Ink4a^ and p21^Cip1/Waf1^ is likely dependent on the levels of CX3CL1 expression in tumour cells.

**Fig. 4:**
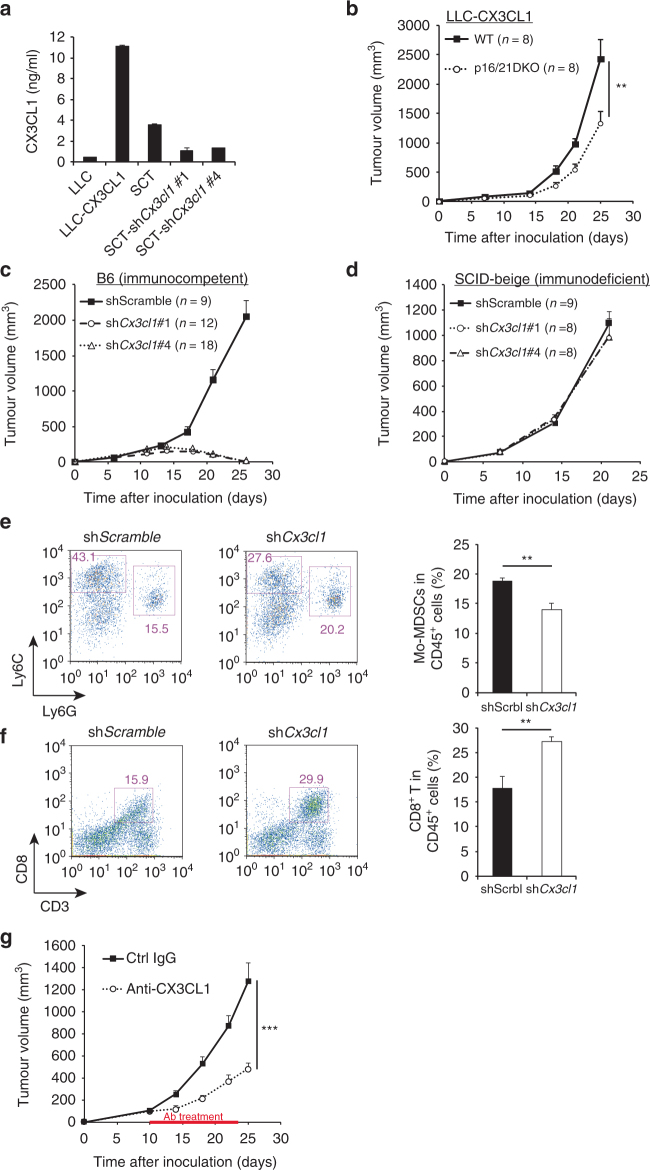
CX3CL1 expression in tumour cells is associated with p16/p21-dependent tumour progression. **a** Amount of soluble CX3CL1 in the indicated conditioned medium, as measured by enzyme-linked immunosorbent assay. Data were normalised to cell number. SCT cells were retrovirally transduced to express shRNA targeting *Cx3cl1* or a scrambled control shRNA. LLC-CX3CL1 indicates *Cx3cl1*-transduced LLC cells. **b** The growth curve of CX3CL1-overexpressing LLC cells in WT and p16/p21-DKO mice. **c**,** d** Tumour size in WT (**c**) and SCID-beige (**d**) mice injected with SCT-shScramble, SCT-sh*Cx3cl1*#1 and SCT-sh*Cx3cl1*#4. **e**, **f** Representative flow cytometry plots of CD45^+^CD11b^+^-gated (**e**) and CD45^+^-gated (**f**) cells in tumours from WT mice 2 weeks after inoculation with *Cx3cl1*-knockdown or control SCT cells. Cells were labelled with CD45, CD11b, Ly6C and Ly6G (**e**) and CD45 and CD8 (**f**) antibodies. Graphs indicate CD11b^+^Ly6C^high^Ly6G^−^ (Mo-MDSC) (**e**) and CD3^+^CD8^+^ (CD8^+^ T cell) populations (**f**) among CD45^+^ cells. **g** SCT growth curve in WT mice intraperitoneally injected every other day with anti-CX3CL1 antibody (4 µg per mouse) or isotype control rat IgG (4 µg per mouse) from day 10 to 23; data are presented as the mean ± SEM. The statistical significance was determined by Student’s *t-*test; **p < 0.01 and ***p < 0.001; NS not significant

Furthermore, slower growth of LLC tumour allografts in p16/p21-DKO mice was observed when CX3CL1 was ectopically expressed in LLC cells (Fig. 4a, b). Conversely, shRNA-mediated depletion of *Cx3cl1* in SCT cells significantly reduced tumour growth in WT syngeneic immunocompetent mice (Fig. 4a, c), but not in immunodeficient mice (Fig. 4d). As expected, the population of intratumoural Mo-MDSCs was reduced, whereas that of intratumoural CD8^+^ T cells was increased by *Cx3cl1* knockdown relative to control SCTs (Fig. 4e, f). Consistently, CX3CL1 neutralisation antibody suppressed tumour progression (Fig. 4g), indicating that the CX3CL1–CX3CR1 pathway represents a potential therapeutic target. These data indicate that tumour growth acceleration induced by p16^Ink4a^ and p21^Cip1/Waf1^ is dependent on the CX3CL1–CX3CR1 pathway in tumours. It was previously reported that CX3CR1–CX3CR1 pathway regulates myeloid cell survival by inhibition of pro-apoptotic signals^41^; therefore, we analysed the apoptosis of Mo-MDSCs. However, there was no difference in the expression levels of the apoptotic inhibitory factor *Bcl2* between WT and DKO Mo-MDSCs (Supplementary Fig. 7a). The ratio of apoptotic Mo-MDSCs in spleen or tumour was similar between WT and DKO mice (Supplementary Fig. 7b). Thus attraction rather than survival of CX3CL1-dependent Mo-MDSCs is essential for immunosuppression and consequent SCT progression in vivo.

### IFN-γ enhances Mo-MDSC differentiation from BM cells

We next examined the mechanisms underlying the effect of p16^Ink4a^ and p21^Cip1/Waf1^ on *Cx3cr1* expression in Mo-MDSCs. Purified Mo-MDSCs are unstable and rapidly differentiate into various myeloid cell types^16^; therefore, a stable Mo-MDSC culture was required for this step. MDSCs reportedly differentiate from BM cells in vitro by culturing in medium containing IL-6 and GM-CSF^42^; however, this method mainly induces differentiation into PMN-MDSCs but not Mo-MDSCs. It has been shown that the IFN-γ–STAT1 axis has an important role in the immunosuppressive ability of Mo-MDSCs^15,43^. Therefore, we tested whether IFN-γ is involved in the differentiation of MDSCs, especially into Mo-MDSCs. Flow cytometry analysis revealed a greater number of Mo-MDSCs in cultures containing IFN-γ than in those containing GM-CSF and IL-6 (Supplementary Fig. 8a). There were no differences in T cell suppression, the primary function of MDCS, between BM-derived cells cultured in the presence of GM-CSF, IL-6 and IFN-γ, and BM-derived MDSCs induced by GM-CSF with IL-6 (Supplementary Fig. 8b). In addition to *Arg1* and *Nos2*, which are important for the immunosuppressive function of MDSCs, the MDSC marker genes *S100a8* and *S100a9* ^44,45^ were strongly induced when cells were cultured in GM-CSF, IL-6 and IFN-γ (Supplementary Fig. 8c). On the basis of these results, we concluded that BM cells stimulated with GM-CSF, IL-6 and IFN-γ may be used as BM-derived Mo-MDSCs (BM-Mo-MDSCs).

### p16 and p21 regulate *Cx3cr1* expression via SMAD3 signalling

To obtain insights into the mechanisms by which p16^Ink4a^ and p21^Cip1/Waf1^ regulate *Cx3cr1* expression in Mo-MDSCs, BM-Mo-MDSCs were treated with the pan-CDK inhibitor flavopiridol^46,47^ or the pan-E2F inhibitor HLM006474 (HLM)^48^ (Fig. 5a). Interestingly, flavopiridol, but not HLM, increased *Cx3cr1* expression (Fig. 5b), suggesting that p16^Ink4a^ and p21^Cip1/Waf1^ regulate *Cx3cr1* expression through the CDK, but not the E2F, pathway. Furthermore, although CDK4/6-specific inhibitors, LY2835219^49^ and PD 0332991^50^ have little effect on *Cx3cr1* expression, CDK2-specific inhibitors, NU6027^51^ and K03861^52^, induce *Cx3cr1* expression in BM-Mo-MDSCs (Fig. 5c). Consistent with cell cycle distribution of Mo-MDSCs (Supplementary Fig. 1a, upper), CDK kinase assay revealed that CDK2 activity of Mo-MDSCs in BM is higher than those in splenic or intratumour Mo-MDSCs, but a certain level of CDK2 activity was still existing in splenic Mo-MDSCs in WT mice and its activity was increased when p16^Ink4a^ and p21^Cip1/Waf1^ genes were deleted (Fig. 5d).

**Fig. 5:**
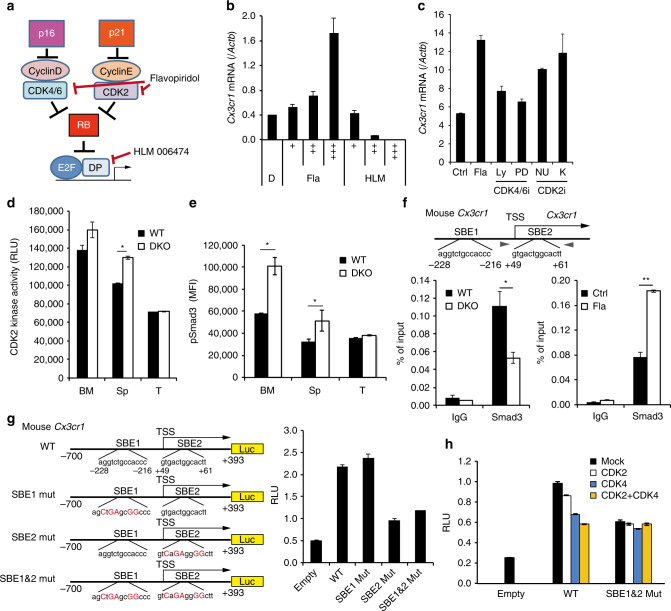
CDK-mediated SMAD3 phosphorylation inhibits *Cx3cr1* expression. **a** Diagram of the CDKI-CDK-RB-E2F pathway and sites of action of chemical inhibitors. **b** Expression of *Cx3cr1* mRNA in BM-Mo-MDSCs treated with indicated doses of flavopiridol (Fla), HLM006474 (HLM) or dimethyl sulfoxide (DMSO) control (D). **b** “+” indicates drug concentration: Fla; + (4 nM), ++ (20 nM), +++ (100 nM). HLM; + (2 nM), ++ (10 nM), +++ (50 nM). **c** Expression of *Cx3cr1* mRNA in BM-Mo-MDSCs treated with flavopiridol (Fla; 50 nM), LY2835219 (Ly; 5 nM), PD 0332991 (PD; 5 nM), NU6027 (NU; 5 μM), K03861 (K; 250 nM) or DMSO (Ctrl). **d** Kinase activity of CDK2 against recombinant SMAD3. CDK2 was immunoprecipitated from lysates of Mo-MDSCs purified from bone marrow (BM), spleen (Sp) and tumour (T). **e** Flow cytometric analysis of phosphorylated Smad3 (S213). Graphs indicate mean fluorescence intensity (MFI) of indicated protein expression in Mo-MDSCs (*n* = 4). **f** Smad3 binding to the *Cx3cr1* promoter region was evaluated by ChIP. Lysates were prepared from BM-Mo-MDSCs derived from WT or p16/p21-DKO mice (left). WT BM-Mo-MDSCs were treated with 100 nM flavopiridol (Fla) for 24 h (right). Two SBEs are located around the transcriptional start site (TSS) of the mouse *Cx3cr1* gene. Arrowheads indicate primer positions. **g**,** h** Schematic representation of mouse *Cx3cr1* promoter reporter constructs; two SBEs (SBE1 and SBE2) are shown in the sequence, and mutation sites are indicated by red uppercase letters. THP-1 cells were transfected with the indicated reporter plasmids and pCMV-Renilla (**g**). Where indicated, cells were also co-transfected with expression plasmids encoding CDK2, CDK4 or both (**h**). At 48 h after transfection, the luciferase activities were measured. Data are representative of three biological replicates and presented as the mean ± SEM. The statistical significance was determined by Student’s *t-*test; *p < 0.05 and **p < 0.01

We next attempted to identify the transcription factors that regulate *Cx3cr1* expression under the control of CDK activity in Mo-MDSCs. Substantial reduction of tumour growth was observed in p16/p21-DKO mice but not in mice lacking either *p16* ^*Ink4a*^ or *p21* ^*Cip1*/*Waf1*^ (single KO mice) (Fig. 2a, b; Supplementary Fig. 2), suggesting that both CDK2 and CDK4 associate with this transcription factor in a complementary fashion. On the basis of this assumption, we identified SMAD3 as a candidate transcription factor using the STRING database (http://string-db.org). It has been reported that phosphorylation of the SMAD3 linker region by CDK2 and CDK4 inhibits SMAD3 transcriptional activity^53–55^. Indeed, the linker phosphorylation (Ser-213) in SMAD3 was increased in BM and splenic Mo-MDSCs from p16/p21-DKO mice compared with those from WT mice (Fig. 5e). Notably, the levels of CX3CR1 expression were inversely correlated with those of phosphorylated SMAD3 (Figs. 3c and 5e). These data suggest that p16^Ink4a^ and p21^Cip1/Waf1^ have important roles in controlling CX3CR1 expression for the property of chemotaxis in Mo-MDSCs, by tuning CDK2 activity during their maturation.

We next confirmed whether the change of linker phosphorylation level in SMAD3 affects *Cx3cr1* expression directly. Two SMAD-binding elements, SBE1 and SBE2, were present in the *Cx3cr1* promoter region. A chromatin immunoprecipitation (ChIP) assay showed that SMAD3 binding to SBE2 was downregulated in p16/p21-DKO and upregulated by treatment with a CDK inhibitor (Fig. 5f). SMAD3 activation then stimulated *Cx3cr1* promoter activity via binding to SBE2 (Fig. 5g) and ectopic expression of CDK2 inhibited SBE-mediated *Cx3cr1* promoter activity (Fig. 5h). Together, these data strongly suggest that inactivation of CDK2 induce *Cx3cr1* expression via SMAD3 activation.

### Flavopiridol enhances SCT growth in vivo

CDK inhibitors such as flavopiridol, which is used to treat leukaemia^46^, have attracted recent attention as a result of their potential as anticancer agents. However, the present results suggest that CDK inhibition may accelerate tumour growth by enhancing Mo-MDSC infiltration into tumours expressing CX3CL1 in vivo. To explore this possibility, we generated SCT cells expressing SV40 large T antigen (SCT-LT), in which the retinoblastoma tumour suppressor (Rb)-pathway is inactivated, to elicit resistance against CDK inhibitors (Supplementary Fig. 9a, b). The growth of SCT-LT was substantially increased in mice treated with flavopiridol, accompanied by enhanced CX3CR1 expression in Mo-MDSCs and increased accumulation of Mo-MDSCs in tumours (Fig. 6a–e). These data, in conjunction with the notion that a certain proportion of human cancers contains disruption of the Rb-pathway, strongly suggest that treatment with CDK inhibition may promote tumour development, depending on the level of expression of CX3CL1 and the Rb status in the tumour.

**Fig. 6:**
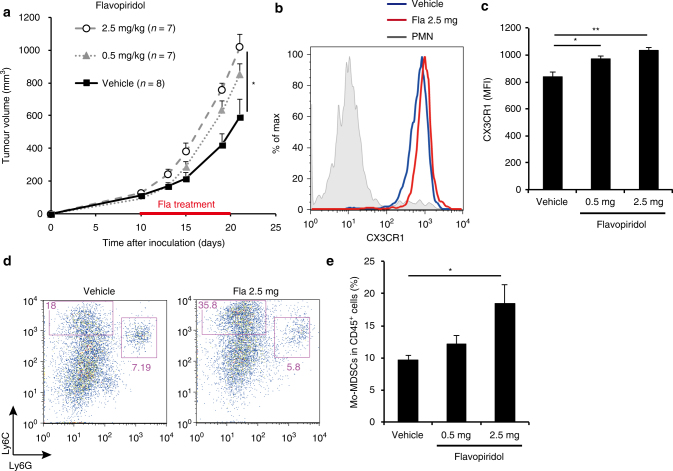
Flavopiridol accelerates tumour growth *in vivo*. **a** SCT growth curve in WT mice administered flavopiridol (2.5 or 0.5 mg/kg) or vehicle (control) once daily, from day 10 to day 20. **b** Representative flow cytometry histograms showing CX3CR1 expression in splenic Mo-MDSCs from WT mice 10 days after flavopiridol administration. **c** Mean fluorescence intensity (MFI) of CX3CR1 expression shown in **b** (*n* = 4). **d** Representative flow cytometry plots of CD45^+^CD11b^+^-gated cells in tumours from WT mice after flavopiridol administration; cells were labelled with CD45, CD11b, Ly6C and Ly6G antibodies. **e** Fraction of CD11b^+^Ly6C^high^Ly6G^−^ cells among CD45^+^-gated cells shown in **d** (*n* = 5). Data are presented as the mean ± SEM. The statistical significance was determined by Student’s *t-*test; *p < 0.05 and **p < 0.01

## Discussion

To our knowledge, the present work is the first to report that p16^Ink4a^ and p21^Cip1/Waf1^ CDK inhibitors, which are considered cell-intrinsic tumour suppressors, in fact promote tumour development, as demonstrated in the present allograft mouse model. Both p16^Ink4a^ and p21^Cip1/Waf1^ are expressed in Mo-MDSCs and facilitate infiltration of Mo-MDSC into the tumour microenvironment by upregulating CX3CR1 expression and conferring resistance to anti-tumour immune mechanisms (Figs. 1–5; Supplementary Fig. 10a). Notable, moreover, administration of flavopiridol was found to accelerate the development of orthotopically transplanted SCT-LT cells in syngeneic mice (Fig. 6; Supplementary Fig. 10b). These results, together with previous reports showing that high p16^INK4A^ expression in the tumour stroma was strongly associated with high risk of recurrence^56^ or poor survival^57^ in some types of cancer, suggest that there might be the negative side effects of CDK inhibitor drugs used for cancer treatment.

Regarding the role of p16^Ink4a^ in myeloid cells, it is known to promote M1 polarisation, which reflects an inflammatory state for macrophages^58^. Indeed, the present study also showed *Arg1* upregulation in p16/p21-DKO Mo-MDSCs (Supplementary Fig. 3d). It is generally believed that M2 skewing promotes tumour growth. Therefore, it is most likely that the decreased tumour growth in p16/p21-DKO mice is caused by MDSC alteration rather than defective macrophage polarisation.

Although the role of CDK2 and CDK4 (CDK2/4) in cell cycle control is well established, there is increasing evidence that CDK2/4 also have cell-cycle independent roles in various non-proliferating cells^55^. In the present study, we revealed a novel function of CDK2 in regulating CX3CR1 expression via phosphorylation and inactivation of SMAD3 in Mo-MDSCs (Fig. 5). On the basis of our comparative data of MDSCs in bone marrow, in spleen and in tumour, we propose a possible scenario whereby p16/p21 regulates Mo-MDSCs function during their maturation. Once Mo-MDSCs leave BM, they start to mature, terminate its proliferation and exert their own character, for example chemotaxis and immunosuppression. During this maturation process, CDK2 activity is sustained, yet not enough to drive cell cycle, and tuned by p16^Ink4a^ and p21^Cip1/Waf1^ to lead the expression of CX3CR1 for chemotaxis (Supplementary Fig. 1a; Figs. 3c, d and 5d, e).

The chemotaxis of immune cells contributes to important aspects of the tumour microenvironment^59^; in particular, the use of immune checkpoint inhibitors as therapeutic agents, which has achieved significant results in cancer therapy, has revealed the importance of tumour-infiltrating immune cells for predicting the response to checkpoint blockade^60,61^. Note that the absence of CX3CL1 expression in pre-treatment tumours^60^ is reportedly correlated with the response to the anti-PD-L1 antibody. We speculate that high CX3CL1 expression might recruit Mo-MDSCs to tumour, thereby increasing PD-L1-independent immunosuppression. However, the role of the CX3CL1–CX3CR1 axis in anti-tumour immunity is highly controversial. For instance, the correlation between CX3CL1 expression and the poor prognosis of cancer patients varies depending on the type of cancer: in colorectal cancer and gastric adenocarcinomas, high CX3CL1 expression is associated with better prognosis^62,63^; however, the opposite outcome is observed in breast cancer and hepatocellular carcinoma^64,65^. Using SCT cells, which are derived from the skin of *p16* ^*Ink4a*^ knockout mice and are highly expressing CX3CL1, we showed that treatment with anti-CX3CL1 exerted significant suppressive effects against tumour progression, which has not been previously demonstrated in vivo (Fig. 4g). We therefore suggest that CX3CL1 represents a novel molecular target for cancer therapy, especially in combination with CDK inhibitors (Supplementary Fig. 10b).

In tumour microenvironment, cancer-associated fibroblasts (CAFs) and pre-cancerous cells are shown to exhibit senescence-like phenotypes including SASPs. For example, it was recently reported that some CAFs and pre-cancerous hepatocytes recruit MDSCs via IL-6 and CCL2-mediated pathway, respectively, thereby protecting cancer cells from immune cells^66,67^. These results, together with our findings that p16^Ink4a^ and p21^Cip1/Waf1^ enhance Mo-MDSC chemotaxis, led us to speculate that the formation of the tumour microenvironment may have a synergistic effect on protumoural MDSC recruitment

The role of p16^Ink4a^ in the development of cellular senescence is well known; furthermore, p16^Ink4a^ has been the most widely accepted marker for senescent cells for over two decades^1,11,12,68^. Notably, moreover, a recent study reported that elimination of p16^Ink4a^-expressing senescent cells from mice prolonged lifespan and alleviated ageing related diseases including cancer^69^, indicating that the elimination of senescent cells would be beneficial for homoeostasis, especially in aged animals. However, because MDSCs express high levels of p16^Ink4a^ without any noticeable senescent phenotype, the results of eliminating p16^Ink4a^ expressing cells must be interpreted with caution, as previously suggested by Baker et al.

In summary, our results reveal a novel function of p16^Ink4a^ and p21^Cip1/Waf1^ CDK inhibitors in MDSCs, thus expanding our understanding of the mechanisms by which the chemotaxis of MDSCs is regulated. A greater understanding of the molecular mechanisms linking these CDK inhibitors to the chemotaxis of immune cells should therefore provide valuable novel strategies to control tumorigenesis.

## Methods

### Mice

WT C57BL/6J mice were purchased from Charles River Laboratories Japan and CLEA Japan. SCID-Beige (CB17.Cg-Prkdc^scid^Lyst^bg-J^/CrlCrlj) mice were purchased from Charles River Laboratories Japan. p16/p21-DKO mice were generated as previously reported^9^. p16-luc mice^11^ and p21-luc mice^10^ were generated as previously reported and backcrossed with C57BL/6 mice for at least 8 generations. All animals were maintained according to protocols approved by the Committee for the Use and Care of Experimental Animals of the Japanese Foundation for Cancer Research (Tokyo, Japan) and the Research Institute for Microbial Diseases, Osaka University (Osaka, Japan).

### Cell culture and tumour inoculation

The SCT line was prepared from a DMBA- and TPA-treated p16 KO mouse^9^. LLC (RCB0558) cell was provided by RIKEN BioResource Center through the National BioResource Project of MEXT, Japan. SCT and LLC cells were cultured in Dulbecco’s modified Eagle medium (08458–45; Nacalai Tesque) supplemented with 10% foetal bovine serum (FBS; Gibco/Thermo Fisher Scientific), 100 U/ml penicillin, and 100 µg/ml streptomycin (Sigma-Aldrich). All cell lines were cultured at 37 °C in 5% CO_2_. For injection, cultured cells were collected in logarithmic growth phase (40–70% confluence). Mice (12- to 20-weeks-old) were anaesthetised with pentobarbital, and their flanks were subcutaneously injected with the following cells: SCT (1 × 10^6^), LLC (1 × 10^5^), SCT-LT (1 × 10^6^), LLC-CX3CL1 (1 × 10^5^) or SCT-shCx3cl1 (1 × 10^6^). All cell lines were resuspended in 50% Matrigel (Corning). It was confirmed that cell lines had no mycoplasma contamination before inoculation into mice. Measurements of tumour volume were a performed in blinded set-up.

### Bioluminescence imaging

Isoflurane-anaesthetised mice were intraperitoneally injected with 75 mg/kg d-luciferin substrate (Wako Pure Chemical Industries) (30 mg/ml in saline) and imaged using an IVIS Lumina system (Caliper Life Sciences). Luminescence was determined to begin 5 min after substrate administration. Female p16-Luc mice were subcutaneously injected in the footpad with LLC (2.5 × 10^5^) or SCT (1 × 10^6^) cells. After 3 weeks (LLC) or 10 weeks (SCT), tumour-bearing mice were subjected to bioluminescence imaging. p21-Luc mice were subcutaneously injected on the dorsal side with LLC (4 × 10^5^ cells) or SCT (1 × 10^6^ cells). After 2 weeks (LLC) or 3 weeks (SCT), the mice were subjected to bioluminescence imaging.

### Immunohistochemistry

Tissue specimens were embedded in optimal cutting temperature compound (Sakura Finetek) and frozen in liquid nitrogen. Cryostat sections of 5-µm thickness were fixed with 4% paraformaldehyde (Nacalai Tesque) for 30 min, blocked in 1% bovine serum albumin (Sigma-Aldrich) and 10% FBS, and stained with the antibodies listed in Supplementary Data 4. Non-specific labelling of Fc receptors was prevented by incubating the cells with anti-CD16/CD32 antibody (1:500, 93; BioLegend).

### MDSC isolation

PMN-MDSCs (Ly6G^+^) and Mo-MDSCs (Ly6G^−^Gr-1^+^) were isolated from the BMs, spleens, or tumours of SCT-bearing mice 3 weeks after injection, using the Myeloid-Derived Suppressor Cell Isolation kit for mice (Miltenyi Biotec) according to the manufacturer’s instructions, with all steps performed at 4 °C. The purity of MDSC subfractions was typically higher than 95%.

### Quantitative real-time RT-PCR

For analysis of gene expression, total RNA was extracted using the mirVana RNA Isolation kit (Ambion/Thermo Fisher Scientific) and cDNA was synthesised using the PrimeScript RT Reagent kit (Takara Bio). Quantitative real-time RT-PCR (qRT-PCR) was performed using SYBR Premix Ex Taq (Takara Bio) on a Prism 7900HT system (Applied Biosystems). Primers used are listed in Supplementary Data 3.

### Flow cytometry analysis

Cell suspensions were prepared from spleen or lymph node tissue by sieving and gentle pipetting. To prepare intratumoural cell suspensions, minced tumours were agitated in Hank’s balanced salt solution containing 1 mg/ml collagenase IV, 100 µg/ml hyaluronidase and 2 U/ml DNAse IV (Sigma-Aldrich) at 20–25 °C for 2 h, and strained through a 70-µm mesh (Greiner Bio-One). Non-specific labelling of Fc receptors was prevented by incubating the cells with anti-CD16/CD32 antibody (1:500, 93; BioLegend). Intracellular staining of FoxP3 and intranuclear staining were performed with the FOXP3 Fix/Perm Buffer Set (BioLegend) and True-Nuclear Transcription Factor Buffer Set (BioLegend), respectively, according to the manufacturer’s protocol. The antibodies used are listed in Supplementary Data 4. Flow cytometry was performed on a FACSAria instrument with FACSDiva software (BD Biosciences) or Attune NxT (Thermo Fisher Scientific), and data were analysed with FlowJo v9 or v10 software (Tree Star).

### Cell cycle analysis

For flow cytometry-based cell cycle analysis, cells were labelled with antibodies against cell surface antigens, fixed with 4% paraformaldehyde (Nacalai Tesque) for 15 min, and incubated in 10 µg/ml 4′,6-diamidino-2-phenylindole (Dojindo)/0.1% Triton X-100 (Nacalai Tesque) in phosphate-buffered saline (PBS) for 30 min at 20–25 °C.

### Proliferation assay

For the in vitro proliferation assay, purified splenic Mo-MDSCs, PMN-MDSCs and T cells were stained with 5 µM carboxyfluoroscein diacetate succinimidyl ester (CFSE; eBioscience/Affymetrix) according to the manufacturer’s instructions. Overall, 1 × 10^5^/ml CFSE-labelled Mo- and PMN-MDSCs are cultured in 10% FBS-containing Roswell Park Memorial Institute (RPMI)1640 medium (30264–85; Nacalai Tesque) supplemented with 20 ng/ml mouse GM-CSF (Peprotech) for 48 h. Dividing cells were identified as those showing diluted CFSE signals relative to unstimulated T cells. For the in vivo 5-ethynyl-2′-deoxyuridine (EdU) incorporation assay, purified Mo-MDSCs, PMN-MDSCs and T cells were stained with 5 µM CFSE. SCT-bearing mice were given drinking water containing 1 mg/ml EdU (Thermo Fisher Scientific) for 72 h just after CFSE-labelled cell injection (1 × 10^6^/mouse)^70^. EdU incorporation was detected using a Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay Kit (Thermo Fisher Scientific). The proliferation rate was calculated as the number of EdU-positive cells among CFSE-positive cells.

### Senolytic drug treatment and apoptosis assay

For in vitro experiments, young mouse embryonic fibroblasts (MEF) were cultured in 3% O_2_. Senescent MEFs were prepared by treatment with 15 ng/ml doxorubicin hydrochloride (Sigma-Aldrich) in 20% O_2_ for 7 days. Cells were treated with ABT-263 (LKT Laboratories, Inc.) for 72 h. GM-CSF, IL-6 and IFN-γ (Peprotech) were added to the culture medium during treatment of BM-Mo-MDSCs with ABT-263. Apoptotic cell staining was performed with the PE Annexin V Apoptosis Detection Kit with 7-AAD (BioLegend), according to the manufacturer’s instructions. Apoptotic cells were detected by FACSCalibur (BD Biosciences). For in vivo experiments, wild-type mice were treated with control vehicle (10% ethanol, 30% polyethylene glycol 400 and 60% Phosal 50 PG; Phospholipid Gmbh), or 50 mg/kg/d ABT-263 from day 21 to day 27 after SCT inoculation. At day 28, peripheral blood was collected and stained for Mo-MDSCs (CD11b^+^Ly6C^high^Ly6G^−^) and PMN-MDSCs (CD11b^+^Ly6C^int^Ly6G^+^) among CD45^+^ cells.

### T-cell proliferation suppression assay

The antigen-dependent T cell activation assay^29^ was performed to assess antigen-dependent T-cell suppression. DC2.4 dendritic cells and RF33.70 OVA-SIINFEKL specific T-T hybridoma cells were provided by K. L. Rock (University of Massachusetts Medical School, Worcester, MA, USA)^27,28^. Briefly, 1 × 10^3^ DC2.4 cells were cultured overnight in a 96-well plate and then incubated with OVA-SIINFEKL peptide (MBL International) for 24 h. OVA-pulsed cells were treated with 10 µg/ml mitomycin C (Sigma-Aldrich) for 30 min and washed twice with PBS. DC2.4 cells were co-cultured with 1 × 10^4^ RF33.70 cells and purified splenic PMN- or Mo-MDSCs (1 × 10^4^, 5 × 10^3^, 2.5 × 10^3^ or 1.25 × 10^3^ cells) for 20 h. The amount of IL-2 released into the culture medium was measured with a murine IL-2 Mini TMB ELISA Development Kit (Peprotech) according to the manufacturer’s instructions. Antigen-independent T cell receptor stimulation was performed as follows: T cells were isolated from the spleens of WT C57/BL6J mice 3 weeks after injection using the Pan-T Cell Isolation Kit II for mouse (Miltenyi Biotec). Isolated T cells were stained with 5 µM CFSE. CFSE-labelled T cells were stimulated with Dynabeads Mouse T-Activator CD3/CD28 (Veritas Life Science) and co-cultured with purified splenic Mo-MDSCs in 96-well round-bottomed plates (BM Equipment). After 4 days, cells were labelled with antibodies against CD4 or CD8 (BioLegend), and the CFSE signal from live CD4^+^- or CD8^+^-gated cells was analysed by flow cytometry. Dividing cells were identified as those showing diluted CFSE signals relative to unstimulated T cells.

### Adoptive cell transfer

PMN- and Mo-MDSCs were purified from the spleens of SCT-bearing WT and p16/p21-DKO mice 3 weeks after SCT injection. For intravenous transfer, 8- to 10-week-old WT C57BL/6 J mice were subcutaneously injected with 1 × 10^6^ SCT cells in Matrigel (Corning), followed by injection of 2 × 10^6^ PMN- or Mo-MDSCs into the tail vein. For subcutaneous transfer, 10-week-old WT C57BL/6J mice were subcutaneously injected with a mixture of 1 × 10^6^ SCTs and 2 × 10^6^ Mo-MDSCs in 50% Matrigel. For observation of injected Mo-MDSCs, 2 × 10^6^ Mo-MDSCs were stained with 2 µM CFSE and then injected intravenously or subcutaneously.

### RNA-sequencing

PMN- and Mo-MDSCs were purified from the spleens of SCT-bearing WT and p16/p21-DKO mice. RNA isolation was performed using the mirVana RNA Isolation kit. Library preparation was performed using a TruSeq stranded mRNA sample prep kit (Illumina) according to the manufacturer’s instructions. Sequencing was performed on an Illumina HiSeq 2500 platform in a 75-base single-end mode. Illumina Casava1.8.2 software was used for base calling. Sequenced reads were mapped to the mouse reference genome sequences (mm10) using TopHat v2.0.13 in combination with Bowtie2 ver. 2.2.3 and SAMtools ver. 0.1.19. The fragments per kilobase of exon per million mapped fragments (FPKMs) were calculated using Cuffnorm version 2.2.1.

### Viral infection and establishment of stable cell lines

LLC and SCT cells were infected with retrovirus encoding mouse *Cx3cl1* (in pMarX-puro) and mouse *Cx3cl1* shRNA (in pRetrosuper-puro) or SV40LT antigen (in pMarX-puro), respectively. Infected cells were selected in 5 µg/ml puromycin-containing medium for 7 days, and the selected cells were maintained in medium containing 1 µg/ml puromycin (Wako Pure Chemical Industries).

### In vivo drug administration

For anti-CX3CL1 experiments, mice were administered either anti-CX3CL1 rat IgG (MAB571; R&D Systems) or isotype anti-rat IgG (MAB006; R&D Systems) (4 µg/mouse by intraperitoneal injection) once daily for 14 days starting on day 10 post-SCT inoculation. For CDK inhibition, mice were given daily intraperitoneal injections of flavopiridol HCl (Selleckchem) (2.5 or 0.5 mg/kg/day) or 1% dimethyl sulphoxide (DMSO) in PBS as a vehicle control for 11 days starting on day 10 post-SCT-LT inoculation.

### BM-Mo-MDSC preparation

The protocol for BM-Mo-MDSC preparation was modified from that used in a previous report. Femurs were removed from C57BL/6 mice and the BM was flushed. Red blood cells were lysed with ammonium chloride. BM cells were adjusted to a concentration of 1 × 10^6^/ml in 10% FBS-containing RPMI1640 medium supplemented with 20 ng/ml mouse GM-CSF, 40 ng/ml mouse IL-6 and 2 ng/ml mouse IFN-γ (Peprotech). Cells were maintained at 37 °C in a 5% CO_2_- and 3% O_2_-humidified atmosphere for 4–5 days. Non-adherent and loosely adherent cells were collected by gentle pipetting. In some experiments, BM-Mo-MDSCs were treated with flavopiridol HCl (Selleckchem) or HLM (Tocris Bioscience) along with GM-CSF, IL-6, and IFN-γ on day 4, and collected 24 h later.

### In vitro kinase assay

One million Mo-MDSCs purified from bone marrow, spleen and tumour were lysed by cell lysis buffer (Cell Signaling Technology), and immunoprecipitated by anti-CDK2, and Protein A Dynabeads (Thermo Fisher Scientific). The antibodies are listed in Supplementary Data 4. For kinase reaction, precipitated CDK2 was incubated in 20 mM Tris-HCl (pH7.5) containing 5 ng/µl of recombinant SMAD3 (Sigma-Aldrich), 100 µM ATP (Promega), 0.1 mg/ml BSA, 1 mM DTT and 40 mM MgCl_2_ at 30 °C for 2 h. ATP to ADP conversion during kinase reaction was measured by ADP-Glo Kinase Assay (Promega) and Powerscan HT (DS Pharma Biomedical).

### ChIP analysis

ChIP analysis was performed using EZ-ChIP (Millipore), Dynabeads Protein G (Thermo Fisher Scientific) and anti-Smad3 antibody (Abcam) or normal rabbit IgG (Cell Signaling Technology) as a negative control. Information on the antibodies used may be found in Supplementary Data 4. Immunoprecipitated DNA was quantified by qRT-PCR. For information on primers used, see Supplementary Data 3.

### Luciferase reporter assay

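Cx3cr1 lies on the minus strand of chromosome 9 of the mouse genome (GRCm38), and GENCODE M21 annotates 3 transcripts of it with different 5′ ends. Cx3cr1-201 starts at 120068296 and has 2 exons, Cx3cr1-202 starts at 120068283 and has 3 exons, and Cx3cr1-203 starts upstream of both at 120069879 and has 3 exons. The paper does not state in the text read here from which of these starts the ends of the promoter fragment are counted. In splenic Mo-MDSCs of tumour-bearing mice, the RNA-sequencing data gave 56.5 ± 6.7 FPKM (SD, n = 3) for the gene in WT and 40.4 ± 4.3 FPKM (SD, n = 3) in DKO mice, with all transcripts counted together.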

The mouse *Cx3cr1* gene promoter region (from −700 to +397) was amplified from the genome of a C57BL/6J mouse. 

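The mutagenesis primers in Supplementary Data 3 were matched to the annotated transcripts of Cx3cr1 on chromosome 9 of GRCm38, and positions are given from the start of Cx3cr1-201, whose first base is +1. SBEs are the short DNA elements that SMAD proteins bind. The primer for SBE1 covers 44 bases from 120068580 to 120068623, at -327 to -284, upstream of Cx3cr1-201 and within the 5′ UTR in exon 2 of the longer transcript Cx3cr1-203. The gene-strand reference sequence there is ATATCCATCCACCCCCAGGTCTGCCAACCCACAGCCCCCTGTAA, and the mutated sequence is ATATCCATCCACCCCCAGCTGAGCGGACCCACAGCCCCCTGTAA. The primer for SBE2 covers 44 bases from 120068220 to 120068263, at +34 to +77, in the 5′ UTR in exon 1 of Cx3cr1-201. Here the reference sequence is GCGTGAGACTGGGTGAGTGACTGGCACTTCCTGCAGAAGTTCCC and the mutated sequence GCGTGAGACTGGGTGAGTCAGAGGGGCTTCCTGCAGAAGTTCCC. In both regions 5 bases differ, and counted from 1 at the 5′ end of the gene-strand sequence they are G19C, C21G, T22A, C25G and A26G. The primers used for chromatin immunoprecipitation (ChIP) match at 120068331 to 120068350 and 120068218 to 120068237 and enclose a 133-base product that contains the whole SBE2 region and not the SBE1 region.

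**Figure D4:**
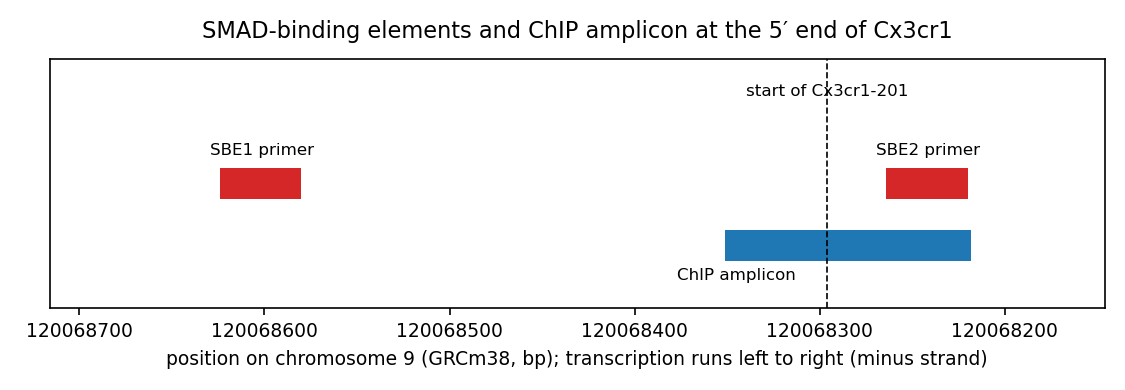
Map of the 5′ end of Cx3cr1 on chromosome 9 of GRCm38, drawn to scale in bases, with the start of Cx3cr1-201, the regions of the SBE1 and SBE2 mutagenesis primers and the ChIP product. The SBE1 region lies upstream of the start of Cx3cr1-201 at 120068296, and the SBE2 region lies downstream of it, inside the ChIP product.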

PCR mutagenesis for 2 SBEs was performed using the primers listed in Supplementary Data 3. The amplified fragments were inserted into the pGL3basic vector (Promega). cDNAs for human CDK2 and CDK4 were obtained by PCR and subcloned into the pcDNA3. THP-1 (JCRB0112.1) cells were provided by RIKEN BioResource Center through the National BioResource Project of MEXT, Japan and cultured in RPMI1640 medium with 10% FBS, 10 mM HEPES buffer, 100 µM sodium pyruvate (Gibco/Thermo Fisher Scientific), 100 U/ml penicillin, 100 µg/ml streptomycin and 50 mM 2-mercaptoethanol (Wako Pure Chemical Industries). THP-1 cells were transfected with plasmids, using Amaxa Cell Line Nucleofector Kit V and Nucleofector I Device (Lonza); 48 h later, luciferase activity was measured with the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s instructions. Reporter activity was normalised to that of Renilla luciferase derived from the co-transfected pCMV-Renilla vector. Data are representative of three independent experiments.

### Western blotting

Cells were lysed in Laemmli’s sample buffer. The samples were subjected to SDS-polyacrylamide gel electrophoresis followed by immunoblot analysis with the indicated antibodies and appropriate secondary antibodies conjugated with horseradish-peroxidase. Bound antibodies were visualised by chemiluminescence following incubation with Chemi-Lumi One L HRP Substrate (Nacalai Tesque) or Amersham ECL Prime (GE Healthcare). For information on the antibodies used, see Supplementary Data 4.

### Statistical analysis

Student’s *t*-test (two-tailed) was performed to evaluate the significance of differences between two groups.

### Data availability

RNA-sequencing data have been deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE93359). All other remaining data are available within the article and supplementary files, or available from the authors upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

# Supplementary material for: p16Ink4a and p21Cip1/Waf1 promote tumour growth by enhancing myeloid-derived suppressor cells chemotaxis
**Source:** Nat Commun. 2017 Dec 12;8:2050. doi: 10.1038/s41467-017-02281-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **The expression level of angiogenesis-inducing factors.** The table indicates the expression of proangiogenic genes in Mo-MDSCs harvested from spleens of WT and p16/p21-DKO mice 3 weeks after tumour inoculation. Data was analyzed from RNA-sequencing (related to Fig. 3a, Supplementary Fig. 5a, Supplementary Data 2).

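The table lists for each of 17 genes a fold change, a p-value, a value for each Mo-MDSC sample and the mean FPKM of WT and DKO Mo-MDSCs. The paper's log2 fold changes given here were calculated from its fold changes. The mean FPKM of the 15 genes with values above 0 was the same in the table and in the sample values analysed here. For example, Hgf had a mean of 4.65 FPKM in WT and 3.43 FPKM in DKO Mo-MDSCs in both. On the scale of log2(FPKM + 0.1) the log2 fold change of Hgf was -0.422 against the paper's -0.433, and that of Vegfa -0.658 against the paper's -0.692. A pair of choices acts on the lowest genes: how values near 0 enter the log, and whether their variance is shared between genes. With a floor of 0.1 FPKM in place of the added 0.1, no sharing of the variance between genes and no filter, a setting chosen after seeing the data because it gives the table's p-values, the log2 fold changes differed by at most 1e-05 from those of Supplementary Data 1 and 2. For the 28 genes that have a p-value in these tables, the p-values did not differ beyond rounding.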

File Name: Supplementary Data 2

Description: **The expression level of EMT-inducing factors.** The table indicates the expression of epithelial-mesenchymal transition (EMT)-related genes in Mo-MDSCs harvested from spleens of WT and p16/p21-DKO mice 3 weeks after tumour inoculation. Data was analyzed from RNA-sequencing (related to Fig. 3a, Supplementary Fig. 5a, Supplementary Data 1).

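The table has the same columns as that of the angiogenesis-inducing factors, for 27 genes of the Wnt, Notch and growth factor families. Of these 4 had 0 FPKM in all 6 Mo-MDSC samples, and only 3 of the other 23 had a mean of at least 1 FPKM. A log2 fold change of such low genes depends on the value that stands for 0. Wnt3a, for example, had 0 FPKM in all WT samples and a mean of 0.019 FPKM in DKO Mo-MDSCs. Its log2 fold change was 0.243 on the scale of log2(FPKM + 0.1) and 0 when calculated from the paper's fold change. Wnt10b had 0.188 ± 0.080 FPKM (SD, n = 3) in WT and 0.518 ± 0.058 FPKM (SD, n = 3) in DKO Mo-MDSCs, a log2 fold change of 1.136 (standard error 0.275). The paper's fold change is 1.551 on the log2 scale. With pseudocounts of 0.01 and 1 this gene's log2 fold change was 1.494 and 0.355.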

File Name: Supplementary Data 3

Description: **List of Oligonucleotides.** Oligonucleotides primers used in the study.

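The oligonucleotides for qRT-PCR were matched to the annotated mouse transcripts (GENCODE M21, GRCm38). The p16 pair gives an 88-base product from exon 1 to exon 2 of Cdkn2a-201 on chromosome 4. Its forward primer (89281994 to 89282013) is absent from Cdkn2a-202, the other annotated transcript of this locus, which shares exon 2. The p21 pair gives a 141-base product of Cdkn1a on chromosome 17, from 29098738 to 29099384, across 1 exon junction. The Cx3cr1 pair gives a 172-base product from the 5′ UTR (forward primer at 120068206 to 120068226) to the coding sequence (reverse primer at 120052194 to 120052214) on chromosome 9, and so spans an intron. The Ccr2 product is 115 bases long, from the 5′ UTR to the coding sequence across 1 exon junction. The Il1rn product has 132 bases across 1 junction and the Arg1 product 185 bases across 2. A product that spans a junction is distinguished by its length from genomic DNA. The ChIP pair lies in the first exon of Cx3cr1 and upstream of it, without a junction, and amplifies genomic DNA of 133 bases. The primers that cloned the promoter matched no annotated transcript, and their positions were not analysed here because the genome sequence was not in the reference read.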

File Name: Supplementary Data 4

Description: **List of Antibodies.** Antibodies used in the study.

How the deposited data were processed for this re-analysis (not part of the article)

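RNA-sequencing values of 9 samples of splenic MDSCs from SCT-bearing mice were analysed, 3 each of PMN-MDSCs from WT mice, Mo-MDSCs from WT mice and Mo-MDSCs from p16/p21-DKO mice. Conditions and replicate numbers were taken from the sample labels and checked against the paper. The authors prepared stranded mRNA libraries, mapped single-end reads to mm10 with TopHat, Bowtie2 and SAMtools and deposited FPKM values from Cuffnorm for 23284 gene symbols per sample. The gene annotation they used and the way Cuffnorm scaled the libraries are not stated in the text read here. The upper quartiles of the FPKM values were between 22.0 and 24.5 in all samples, while the totals differed between groups, so the values were compared as deposited, without further scaling. FPKM values are not read counts and were not tested as counts. Because FPKM is summed per gene symbol, reads shared between a gene and a near-identical copy may have been divided between them by the authors' programs, which the values cannot show.

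The depth in reads is not in the files analysed here. Relative depth was calculated from low genes, under 0.5 FPKM in both samples of a pair, whose ratios between a sample and WT Mo-MDSC replicate 1 fall on the ratio of 1 read to 1 read within 0.002 on the log2 scale, and it ranged from 0.809 to 1.31. The precision of the main comparisons is given by the standard errors, with a median of 0.122 on the log2 scale for DKO against WT Mo-MDSCs and 0.118 for WT Mo-MDSCs against PMN-MDSCs.

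Values were transformed to log2(FPKM + 0.1). Genes with at least 1 FPKM in at least 3 of the 6 samples of a comparison were fitted with limma (lmFit, then eBayes with a trend), without covariates. The genes in Fig. 3a's categories were those with a fold change above 2 in WT Mo-MDSCs against PMN-MDSCs and below 0.75 in DKO against WT Mo-MDSCs, each with an unadjusted p-value below 0.05. Adjusted p-values are Benjamini-Hochberg values over the genes tested, and over the factors of a list for Supplementary Data 1 and 2, whose factors were fitted without the filter on low values. Exact permutation tests of single genes enumerated all divisions of the 6 samples. The factors of Supplementary Data 1 and 2, the list of 24 chemokine receptors and the sets of marker genes were written into text files by hand.

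The genes named in the text follow a rule set before the processed files arrived. They are every gene of Supplementary Data 1 and 2, the chemokine receptors in the overlap, genes that the paper measured in MDSCs by other means or names in their biology, the 10 genes with the largest log2 fold change in DKO against WT Mo-MDSCs among those with an adjusted p-value below 0.05 and every DKO sample on the same side of every WT sample, and marker genes used to test an explanation. Ccr1, Ccr7 and the other chemokine receptors named come from the list of receptors, and genes near the deleted loci come from the test of those loci.

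The alternatives tried were pseudocounts of 1 and 0.01, a floor of 0.1 FPKM in place of a pseudocount, no filter on low values, at least 1 FPKM in every sample, all 9 samples in 1 fit, a gene-by-gene linear model without variance moderation, quantile normalization, the replicate number as a block, replicates 2 and 3 only, adjusted in place of unadjusted p-values, and leaving out each sample in turn. A combined setting (a floor of 0.1 FPKM, no variance moderation and no filter) and 18 filters on it were added after the data had been seen.

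The fitting script was tested on simulated data with the means and spreads of the real genes, in which 200 genes were changed by 1.5 on the log2 scale. It recovered 87.5% of these at an adjusted p-value below 0.05, and 3.85% of the genes called had not been changed. Of 11251 unchanged genes 5.13% had an unadjusted p-value below 0.05, and 106 passed the threshold of a fold change below 0.75 with an unadjusted p-value below 0.05. The simulated change was larger than the falls of Ccr2 (-0.857) and Cx3cr1 (-0.482), and the simulated samples varied independently, without shared replicate numbers or library series. The simulation thus tests the script, and its rates of recovery and error do not carry over to the real comparison. Primer and promoter sequences were matched to the transcripts of GENCODE M21 (GRCm38). Sequences of primers outside transcripts were left out, because the genome sequence was not in the reference read. Experiments by qRT-PCR, flow cytometry, ChIP and reporter assays have no values in the files analysed here. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1, were used.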

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

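The paper's Fig. 3a counts genes lower in DKO than in WT Mo-MDSCs and not those that are higher. Single genes that rose are reported in the paper, such as Arg1. With the mirrored threshold, 294 genes were higher in DKO Mo-MDSCs, and 19 of the 29 genes with an adjusted p-value below 0.05 were among those that rose. As many genes in that direction were given by 2 of the 10 splits of the 6 samples, the real split included, and as many genes with an adjusted p-value below 0.05 by 2 of the 10. The other split with as many put WT replicates 1 and 3 with DKO replicate 1 and gave 185 genes with an adjusted p-value below 0.05 and 453 in its larger direction. That split keeps both samples of the earlier library series together, but so do 3 other splits, which gave only 1 to 3 genes with an adjusted p-value below 0.05, so the library series alone does not account for the 185 genes. No share under 0.1 is possible with 10 splits. Both of these predictions were written after the counts of other splits had been seen.

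Among the genes past the fold-change threshold in either direction with an unadjusted p-value below 0.05, 71 lay within 20 Mb of Cdkn2a (chromosome 4) or Cdkn1a (chromosome 17), the 2 genes deleted in DKO mice. They were flagged because the paper does not discuss them. They made up 9.81% of the 724 changed genes with coordinates, against 4.23% (406) of 9600 other tested genes (odds ratio 2.46, Fisher's exact test, p = 9.81314e-10). Of 12 such tests this was the only one predicted before the data were seen, and its Benjamini-Hochberg adjusted value was 9.3e-09. Almost all of the excess was at Cdkn1a, with 63 genes (p = 1.55e-09 by Fisher's exact test), and for the 8 genes at Cdkn2a p was 0.246. For both loci together the share was 8.11% of the genes lower and 12.7% of the genes higher in DKO Mo-MDSCs. At Cdkn2a alone, 6 of 268 higher genes lay near the locus (Fisher's exact test, p = 0.0133, adjusted value 0.0177). Of the 456 lower genes 2 did (Fisher's exact test, p = 0.770). Genes in a cluster are not independent, and the region near Cdkn1a holds the H2 genes of the major histocompatibility complex, so the p-value overstates the evidence. Of all tested genes 90.2% had coordinates. A candidate explanation is DNA of the strain in which the alleles were made, carried along with the deleted loci, which would change the expression or the mapping of neighbouring genes without any role of p16 or p21. The excess is what that explanation predicted, and strain variants cannot be read from FPKM. Direct effects of the deletions on neighbouring genes were not tested.

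Marker genes of 12 cell types or states, from lists written before the test apart from the pan-monocyte list, were averaged as log2(FPKM + 0.1) in each sample. In 3 of the 12 sets every DKO sample lay on the same side of every WT Mo-MDSC sample, each with an exact permutation p-value of 0.1, the smallest possible and not adjusted for the 12 sets. That test ignores the replicate numbers. In every pair of samples with the same number, the B cell, T cell and macrophage means were also higher in DKO Mo-MDSCs, and no paired test was run. The values that follow are for the sets whose samples did not overlap. The mean difference of DKO from WT was 0.410 for NK cell markers, -0.533 for classical monocyte markers and -0.403 for non-classical monocyte markers. In replicates 2 and 3 alone these differences were 0.507, -0.448 and -0.289. The NK cell set was very low, and its difference depended on the pseudocount, at 0.721 with 0.01 and 0.120 with 1, so it may be a matter of low values. The classical set changed most with quantile normalization, to -0.370. A difference in the mixture of monocyte states between genotypes could give the falls, and so could a change of expression in the same cells, and averaged values of sorted samples cannot separate them. For Cx3cr1 the test of this explanation gave -0.390 for the mean of the other non-classical markers. They changed in both directions, so their mean does not decide it. Those higher in WT Mo-MDSCs than in PMN-MDSCs (Ace, Nr4a1 and Spn) all fell.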

How the results depend on the processing

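The main settings and the alternatives were set before the processed files arrived, apart from the combined setting and its filters. A count was taken as unchanged when it stayed within 1.5 times of the main count, and a log2 fold change when it kept its direction and its side of an unadjusted p-value of 0.05, whatever its size. By these rules 7 of 14 headline results were unchanged under every alternative set beforehand, and 6 under all alternatives. The log2 fold changes of Ccr2 and Cx3cr1 in both comparisons were unchanged in this sense, but their sizes moved. In DKO against WT Mo-MDSCs, Cx3cr1 went from -0.482 to -0.310 in replicates 2 and 3 alone, which is no longer a fold change below 0.75, and Ccr2 from -0.857 to -0.681 with quantile normalization. Of 72 other results 40 were unchanged under every alternative, and of their rows 1051 were the same, 30 weaker, 18 stronger, 5 moved and 30 reversed. For the means of marker sets these labels did not count a change of direction. Dendritic cell markers went from 0.127 to -0.0714 without WT Mo-MDSC replicate 3. Proliferation markers went from -0.131 to 0.111 without DKO Mo-MDSC replicate 1. Both rows were labelled the same, so the 30 reversed rows leave them out and the 40 unchanged results may include these sets.

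The 507 genes lower in DKO Mo-MDSCs became 299 without variance moderation, which takes away the shared variance that 3 samples per group lean on, and 10 with adjusted p-values. With a sample left out they ran from 324 to 710. The 294 genes higher in DKO Mo-MDSCs became 458 without the filter, which lets in genes near 0 FPKM, 188 without variance moderation, 19 with adjusted p-values and from 188 to 533 with a sample left out. The 29 genes with an adjusted p-value below 0.05 became 13 without the filter, 52 with all 9 samples in the fit, 0 without variance moderation, 12 in replicates 2 and 3 alone, 1 in the combined setting and from 4 to 23 with a sample left out. The overlap of 116 genes fell to 76 with at least 1 FPKM in every sample, which removes genes absent from PMN-MDSCs, and to 5 with adjusted p-values. The 3 chemokine receptors became 0 with adjusted p-values and from 2 to 3 with a sample left out.

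The 1 angiogenesis-inducing factor and the 1 EMT-inducing factor past the threshold (Hgf in both lists) became 0 with a pseudocount of 1, the floor, no variance moderation, the replicate block, the combined setting and adjusted p-values. With a sample left out they ran from 0 to 3 and from 0 to 1. With the replicate block the other counts were 418 genes higher in Mo-MDSCs, 515 lower and 385 higher in DKO Mo-MDSCs, 20 with an adjusted p-value below 0.05, 118 shared and 3 receptors. A block cannot move the fold changes in this balanced design.

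On the combined setting, 18 filters were tried after seeing its counts beside Fig. 3a. Genes lower in DKO Mo-MDSCs numbered 3.3e+02 (rounded to 2 digits) and 300 with a minimum of 0.5 FPKM in at least 3 and in 6 of 6 samples. With a minimum in at least 1, at least 3 and 6 of 6 samples they numbered 315, 303 and 275 at 1 FPKM, 287, 270 and 245 at 2, 271, 256 and 219 at 3, and 243, 224 and 194 at 5. The 408 genes higher in Mo-MDSCs became 216, 173 and 125 with 2, 3 and 5 FPKM in 6 of 6 samples and 256 with 5 FPKM in at least 3. The overlap became 66, 60, 45, 34 and 25 with 0.5, 1, 2, 3 and 5 FPKM in 6 of 6 samples, 76 with 3 FPKM in at least 3, and 71 and 63 with 5 FPKM in at least 1 and at least 3. The receptors became 0 with 3 or 5 FPKM in 6 of 6 samples.

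The log2 fold changes that reversed were small or of low genes. In replicates 2 and 3 alone, Smad3 was 0.0237, Angpt2 0.142, Angptl4 -0.0919, Pdgfc -0.0907 and Wnt11 -0.0121. Angpt2 was 0.0629 with the floor and in the combined setting, which replace its values near 0, and Tgfb1 was 0.0341 with quantile normalization. With a sample left out the ranges were -0.480 to 0.029 for Nos2, -0.145 to 0.056 for Smad3, -0.354 to 0.254 for Angpt2, -0.094 to 0.343 for Angptl4, -0.065 to 0.175 for Pdgfc, -0.019 to 0.117 for Vegfb, -0.237 to 0.049 for Dll4, -0.241 to 0.112 for Jag1, -0.035 to 0.641 for Wnt11, -0.243 to 0.187 for Wnt16 and -0.106 to 0.096 for Wnt7b. The number of reads behind a value is unknown, and changes of genes under about 1 FPKM, such as most EMT-inducing factors, are limited by it.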

Differences from the paper's values

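In Fig. 3a the genes higher in Mo-MDSCs only, apart from chemokine receptors, number about 470, read by eye, and 292 were found here. Of the alternatives set before the files arrived, those within 1.5 times of the paper's number were the floor of 0.1 FPKM (316), no filter on low values (445), all 9 samples in 1 fit (344), quantile normalization (316), replicates 2 and 3 only (339), adjusted p-values (396), and leaving out WT Mo-MDSC replicate 3 (336), PMN-MDSC replicate 1 (345) or PMN-MDSC replicate 2 (363). The number remained further away with pseudocounts of 1 (184) and 0.01 (312), at least 1 FPKM in every sample (207), no variance moderation (312) and the replicate block (300), and between 270 and 309 with each of the other samples left out. The combined setting (a floor of 0.1 FPKM, no variance moderation and no filter), which was chosen after seeing that it gives the p-values of Supplementary Data 1 and 2, gave 480, with 264 genes lower in DKO Mo-MDSCs only and 102 in both sets. Of 18 filters tried on it after these numbers had been seen, 3 had a minimum of 0 FPKM and removed nothing, and those with 0.5 FPKM in at least 1 sample (445), 0.5 in at least 3 (399), 1 in at least 1 (379) and 1 in at least 3 (333) also came within 1.5 times of the paper's number. The remaining 11 filters gave from 100 to 309 genes. The genes lower in DKO Mo-MDSCs only, apart from chemokine receptors, number about 260 in Fig. 3a, read by eye, and 390 were found here. That is at the limit of 1.5 times, and 9 of the alternatives set before the files arrived lay outside it. For the genes in both sets the figure reads about 100, and 113 were found here.

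The fold change of Angpt2 in Supplementary Data 1 is 0.0630 on the log2 scale, and -0.139 was found here (standard error 0.381), a difference in sign that is within the error. Of the alternatives set before the files arrived, it was 0.0629 with the floor of 0.1 FPKM, 0.142 in replicates 2 and 3 only, 0.0563 without WT Mo-MDSC replicate 3 and 0.254 without DKO Mo-MDSC replicate 1, all with the sign of the paper's value, and the others stayed below 0. For Wnt10b the paper's fold change in Supplementary Data 2 is 1.551 on the log2 scale, and 1.136 was found here. The floor gave 1.551, a pseudocount of 0.01 gave 1.494 and leaving out WT Mo-MDSC replicate 3 gave 1.336, and under the other alternatives set beforehand the difference remained. For Wnt3a the paper's fold change is 0 on the log2 scale, and 0.243 was found here. It was 0 with the floor and 0.0273 with a pseudocount of 1, and the other alternatives set beforehand left the difference. The combined setting, chosen after seeing the values, gave 0.0629, 1.551 and 0 for the 3 genes.

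The paper states that none of the angiogenesis- or EMT-inducing factors was lower in DKO Mo-MDSCs, and in its table Hgf does not pass the p-value threshold. Here Hgf passed the unadjusted threshold with a log2 fold change of -0.422 and did not pass the adjusted one, with a p-value of 0.399 from limma. The paper reports from another assay that Il1rn was similar in MDSCs of WT and DKO mice, and in the RNA-sequencing values of Mo-MDSCs its log2 fold change was -1.10 (standard error 0.138). Il1rn was far higher in PMN-MDSCs than in WT Mo-MDSCs, so cells with neutrophil markers mixed into the sorted samples remain open as a cause of this difference.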

Other observations

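The number of genes lower in DKO than in WT Mo-MDSCs, 507, was reached by 1 of the 10 splits of the 6 samples, the real one, and so were the 408 genes higher in WT Mo-MDSCs than in PMN-MDSCs (1 of the 10 splits of those 6 samples). The overlap of 116 genes and the 3 chemokine receptors in it were each reached by 1 of the 10 splits of the Mo-MDSC samples. At least 1 angiogenesis-inducing factor past the threshold was found in 6 of the 10 splits, and at least 1 EMT-inducing factor in 5 of the 10. With 10 splits the share cannot fall under 0.1 whatever the values, so the number of splits alone cannot exclude a grouping by accident for any of these counts. The sizes of the other splits differed between the comparisons. Between WT Mo-MDSCs and PMN-MDSCs the other splits gave at most 64 genes past the 2-fold threshold in either direction and at most 2 genes with an adjusted p-value below 0.05, against 4492 in the real split. Between DKO and WT Mo-MDSCs another split came close to the 507 genes, with 453. The predictions for the first 2 counts were written before the result and those for the others after it.

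Technical explanations were weighed for the 507 genes that fell and the 294 that rose. With genotype in the model, the library series (replicate 1 against replicates 2 and 3) gave 430 genes in its larger direction and 270 in the other, with 16 at an adjusted p-value below 0.05, fewer than the genotype but close to it, and replicate 1 has only 1 sample per group. None of the sex-linked markers separated the groups (0 markers). The relative depth of the DKO and WT Mo-MDSC samples overlapped (exact permutation test, p = 0.6), as did the share of the 10 highest genes (exact permutation test, p = 0.4). These tests ignore the replicate numbers. Within each of the 3 pairs of samples with the same number, the DKO sample had the higher relative depth (1.11 against 1, 1.31 against 1.24 and 1.21 against 1.19) and the lower share of the 10 highest genes (11.8% against 12.6%, 9.43% against 9.56% and 10.4% against 15.3%). A paired test was not run, and neither difference is excluded as a contribution to the changes. Across 10347 genes with a transcript, 90.4% of those tested, Spearman's rho of the log2 fold change was -0.0337 with GC content and 0.261 with transcript length. Genes are not independent replicates in these values, and the fit with the replicate block has the same values by design. A rho of at least 0.3 had been set as the mark of length as a cause and one under 0.1 as the mark against it, so the changes cannot be told apart from an effect of transcript length. The prediction for depth was written after the result.

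PMN-MDSCs mixed into the sorted Mo-MDSCs were tested as a cause of the falls, because 256 of the 507 genes had higher FPKM in PMN-MDSCs than in WT Mo-MDSCs. The mean of 9 neutrophil markers differed by -1.07 on the log2 scale between DKO and WT Mo-MDSCs, with overlapping samples (exact permutation test, p = 0.2). S100a8, for example, was 13934 FPKM in WT and 4560 FPKM in DKO Mo-MDSCs, with 65944 FPKM in PMN-MDSCs. The median ratio of the markers to PMN-MDSCs was 46.7%, 31.0% and 100.1% in WT replicates 1 to 3 and 20.8%, 30.8% and 15.8% in DKO replicates 1 to 3, so the groups barely separated, and a value of 100.1% is no real share of cells. If that ratio were the share of PMN-MDSCs, its difference would give the fall of 37.67% of the 507 genes (191). By Cxcr2, the marker with the lowest ratio, the share would be at most 1.66% in WT and 0.966% in DKO Mo-MDSCs, which would give the fall of 1 gene. This bound was added after the 37.67% had been seen, and the limits for reading that percentage, 50% and 5%, were set after the marker changes had been seen. The 9 markers did not behave alike. Mmp8, which was 365 FPKM in PMN-MDSCs, was higher in DKO than in WT Mo-MDSCs by a log2 fold change of 0.793, and Elane and Mpo were higher in WT Mo-MDSCs (5.00 and 1.53 FPKM) than in PMN-MDSCs (1.06 and 0.617 FPKM), so these last cannot mark PMN-MDSCs here. The mean of the 9 markers, the median ratio and the 37.67% include Elane and Mpo and were not recalculated without them. They therefore cannot decide on mixing. The Cxcr2 bound rests on 1 marker and holds only for cells with as much Cxcr2 as the sorted PMN-MDSCs. For such cells it leaves room for the fall of 1 gene only. Other neutrophil markers were far closer to their level in PMN-MDSCs. Ngp was 6291 FPKM in PMN-MDSCs, 4434 in WT and 1503 in DKO Mo-MDSCs, and Ltf was 1854, 1099 and 385 FPKM. Cells with these markers but little Cxcr2 are not limited by the bound, so they remain open as a cause. Ccr2 and Cx3cr1 are low in PMN-MDSCs, and more PMN-MDSCs in the WT samples would lower them there.

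The fall of Cx3cr1 in DKO Mo-MDSCs (log2 fold change -0.482, standard error 0.119) was set beside markers of cell types. The other 6 non-classical monocyte markers had a mean log2 fold change of -0.390, within 1 standard error of that of Cx3cr1, with Ace at -1.20, Nr4a1 at -0.656, Spn at -0.600 and Itgal at -0.342, and with Cd36 at 0.209 and Treml4 at 0.249 in the opposite direction. These genes changed in both directions, so the closeness of their mean to the change of Cx3cr1 alone decides nothing. Ace, Nr4a1 and Spn were higher in WT Mo-MDSCs than in PMN-MDSCs (89.4 against 2.25, 82.8 against 28.9 and 51.0 against 22.1 FPKM). For each of them every DKO sample was below every WT Mo-MDSC sample. Cd36, Treml4 and Itgal were lower in WT Mo-MDSCs than in PMN-MDSCs (15.5 against 20.5, 194 against 228 and 146 against 228 FPKM). They therefore mark Mo-MDSCs poorly here. The classical monocyte set also fell, by -0.533, so the falls were not confined to non-classical markers. Fewer cells of the non-classical state in the DKO samples remain a hypothesis that FPKM of sorted samples cannot separate from lower expression per cell. Markers of T, B and NK cells did not fall, the lowest mean being 0.185. The mean of 10 pan-monocyte markers was -0.153, which leaves a dilution of monocyte RNA by other cells open for part of the fall. That reading depends on the processing. With quantile normalization the mean was -0.00512, whereas the log2 fold change of Cx3cr1 was -0.417. The pan-monocyte list and its prediction were written after the Cx3cr1 result, and the limit of 1 standard error was set after the marker changes had been seen.

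B cell markers were high in all samples, with a mean log2(FPKM + 0.1) between 7.34 and 7.97. Of 15 lymphoid markers 0 were among the 408 genes higher in WT Mo-MDSCs than in PMN-MDSCs, a prediction written after the result. The B and T cell markers were all tested there, so B and T cells did not give that set. The NK cell markers Ncr1, Klrb1c, Klra8 and Eomes were too low to be tested, so NK cells were hardly examined. The mean of the erythroid markers was 6.82, 8.14 and 7.12 in WT Mo-MDSC replicates 1 to 3 and 7.22, 8.05 and 7.74 in DKO replicates 1 to 3. A comparison of these means between the 2 sides of the split with 185 genes was calculated and set aside, because that split had been picked by its outcome.

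The paper measured several genes in MDSCs by qRT-PCR or flow cytometry, and their RNA-sequencing values are as follows. Il1rn was 7.67 ± 1.19 FPKM in WT and 3.49 ± 0.13 FPKM in DKO Mo-MDSCs (SD, n = 3 in each group), lower in 3 of 3 DKO samples, with an adjusted p-value of 0.030 from limma. In replicates 2 and 3 alone the log2 fold change of Il1rn between DKO and WT Mo-MDSCs was -1.06, with an adjusted p-value of 0.365 from limma. Il1rn was lower in WT Mo-MDSCs than in PMN-MDSCs by a log2 fold change of -3.36 (standard error 0.132). More cells with neutrophil markers in the WT samples could therefore give part or all of its fall. In replicate 2 the median ratio of those markers was almost equal in both genotypes, while Il1rn was still lower in the DKO sample. Mixing is thus left undecided for Il1rn. Cd274 was 24.7 FPKM in WT and 28.9 FPKM in DKO Mo-MDSCs, with an adjusted p-value of 0.258 from limma. Every DKO sample was above every WT sample for Cd274 (exact permutation test, p = 0.1). Arg1 rose from 0.498 to 2.50 FPKM, with 5.40 FPKM in DKO replicate 3 and overlapping groups (exact permutation test, p = 0.2). That test ignores the replicate numbers, and in every pair with the same number Arg1 was higher in the DKO sample. Nos2 was under 0.1 FPKM in every Mo-MDSC sample. Bcl2 was 6.24 FPKM in WT and 7.30 FPKM in DKO Mo-MDSCs, with an adjusted p-value of 0.520 from limma. Smad3 was 9.48 and 9.22 FPKM.

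Values for the deleted genes were above 0 in DKO Mo-MDSCs, apart from Cdkn2a in replicate 3. Cdkn1a was 8.18, 6.46 and 8.04 FPKM in WT replicates 1 to 3 and 5.55, 8.52 and 6.00 FPKM in DKO replicates 1 to 3 (exact permutation test, p = 0.4). Cdkn2a was 0.718, 0.772 and 0.432 FPKM in WT and 0.258, 0.586 and 0 FPKM in DKO Mo-MDSCs (exact permutation test, p = 0.2). In every pair with the same replicate number Cdkn2a was lower in the DKO sample, and no paired test was run. FPKM per gene does not show which exons the reads came from, so whether transcripts of the deleted alleles remain, or reads were placed there for another reason, was not tested, and no explanation is offered.

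The 10 genes with the largest log2 fold change among those with an adjusted p-value below 0.05 were Prss29 (5.00), Gm8801 (3.90), Efr3b (3.11), Gm10653 (2.06), Acta2 (1.98), Dnahc8 (1.94), Ly6i (-1.91), Fosb (-1.80) and 2 genes known only by RIKEN clone names (-3.56 and 1.74). Of these 4 (Prss29, Gm8801 and both RIKEN genes) lie on chromosome 17 within 20 Mb of the deleted Cdkn1a. Dnahc8 had no coordinates and could not be placed. Of the 26 genes with coordinates and an adjusted p-value below 0.05, 7 lay near Cdkn1a, against 396 of 10298 others (Fisher's exact test, p = 4.5e-05, adjusted value 1.1e-04). Genes in a cluster are not independent. The DNA of another strain carried along with the locus is thus a candidate explanation for these genes too. Prss29 was 0.499 ± 0.356 FPKM in WT and 16.1 ± 2.7 FPKM in DKO Mo-MDSCs (SD, n = 3 in each group). The paper does not report these genes.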
